# Unraveling the Gene Regulatory Networks of the Global Regulators VeA and LaeA in Aspergillus nidulans

**DOI:** 10.1128/spectrum.00166-23

**Published:** 2023-03-15

**Authors:** Heungyun Moon, Mi-Kyung Lee, Ilhan Bok, Jin Woo Bok, Nancy P. Keller, Jae-Hyuk Yu

**Keywords:** *Aspergillus*, VeA, LaeA, global regulator, development, metabolism, DNA binding motif, gene regulatory network

## Abstract

In the filamentous fungus Aspergillus nidulans, the *velvet* family protein VeA and the global regulator of secondary metabolism LaeA govern development and secondary metabolism mostly by acting as the VelB/VeA/LaeA heterotrimeric complex. While functions of these highly conserved controllers have been well studied, the genome-wide regulatory networks governing cellular and chemical development remain to be uncovered. Here, by integrating transcriptomic analyses, protein–DNA interactions, and the known A. nidulans gene/protein interaction data, we have unraveled the gene regulatory networks governed by VeA and LaeA. Within the networks, VeA and LaeA directly control the expression of numerous genes involved in asexual/sexual development and primary/secondary metabolism in A. nidulans. Totals of 3,190 and 1,834 potential direct target genes of VeA and LaeA were identified, respectively, including several important developmental and metabolic regulators such as *flbA*·*B*·*C*, *velB*·*C*, *areA*, *mpkB*, and *hogA*. Moreover, by analyzing over 8,800 ChIP-seq peaks, we have revealed the predicted common consensus sequences 5′-TGATTGGCTG-3′ and 5′-TCACGTGAC-3′ that VeA and LaeA might bind to interchangeably. These findings further expand the biochemical and genomic studies of the VelB/VeA/LaeA complex functionality in the gene regulation. In summary, this study unveils genes that are under the regulation of VeA and LaeA, proposes the VeA- and LaeA-mediated gene regulatory networks, and demonstrates their genome-wide developmental and metabolic regulations in A. nidulans.

**IMPORTANCE** Fungal development and metabolism are genetically programmed events involving specialized cellular differentiation, cellular communication, and temporal and spatial regulation of gene expression. In genus Aspergillus, the global regulators VeA and LaeA govern developmental and metabolic processes by affecting the expression of downstream genes, including multiple transcription factors and signaling elements. Due to their vital roles in overall biology, functions of VeA and LaeA have been extensively studied, but there still has been a lack of knowledge about their genome-wide regulatory networks. In this study, employing the model fungus A. nidulans, we have identified direct targets of VeA and LaeA and their gene regulatory networks by integrating transcriptome, protein–DNA interaction, and protein–protein interaction analyses. Our results demonstrate the genome-wide regulatory mechanisms of these global regulators, thereby advancing the knowledge of fungal biology and genetics.

## INTRODUCTION

Fungi are of great importance in human lives and environments by playing diverse roles in different aspects: the medical field (human pathogens and antibiotics producers), the food industry (fermentation and process), agriculture (pathogens and growth aids), and environmental recycling (decomposer). In nature, most filamentous fungi reproduce mainly through asexual sporulation, which generates multicellular asexual reproductive organs and nonmotile spores. In some fungi, this main reproductive system is tightly coupled with secondary metabolite production. Several studies in Aspergillus species have reported that developmental mutants, defective in sexual and/or asexual developments, coincidentally exhibited a loss of ability to produce mycotoxins such as sterigmatocystin (ST) and aflatoxin (AF) (1 to 3). This type of genetic link between development and metabolism has been observed in a variety of fungal species (1).

In the ubiquitous fungal genus Aspergillus, a few global regulators govern development and metabolism at a bona fide upstream molecular level. These regulators directly and indirectly affect the expression of a vast array of genes, including transcription factors (TFs), playing different biological roles and processes. In the model filamentous fungus A. nidulans, the *velvet* family proteins (VeA, VosA, VelB, and VelC), LaeA, and NsdD are well-known global regulators of development and secondary metabolism (4 to 7), and due to their functions, VeA and LaeA have been extensively studied (Fig. 1A). Previous studies have revealed that VeA is a key light-dependent developmental regulator that activates sexual development yet represses asexual sporulation (8, 9). Once VeA enters the nucleus in the absence of light, it physically interacts with other regulators and forms diverse complexes, including the VelB/VeA/LaeA heterotrimer, governing fungal development and secondary metabolism (10, 11). Bok and Keller (5) identified and elucidated that LaeA is required for the production of several secondary metabolites (SMs) including ST, penicillin, and lovastatin, via conferring proper expression of corresponding SM biosynthetic gene clusters. Despite the pivotal regulatory roles of VeA and LaeA in Aspergillus biology, a genome-wide snapshot has not been established due to the complexity of the associated gene regulatory networks (GRNs).

**FIG 1:**
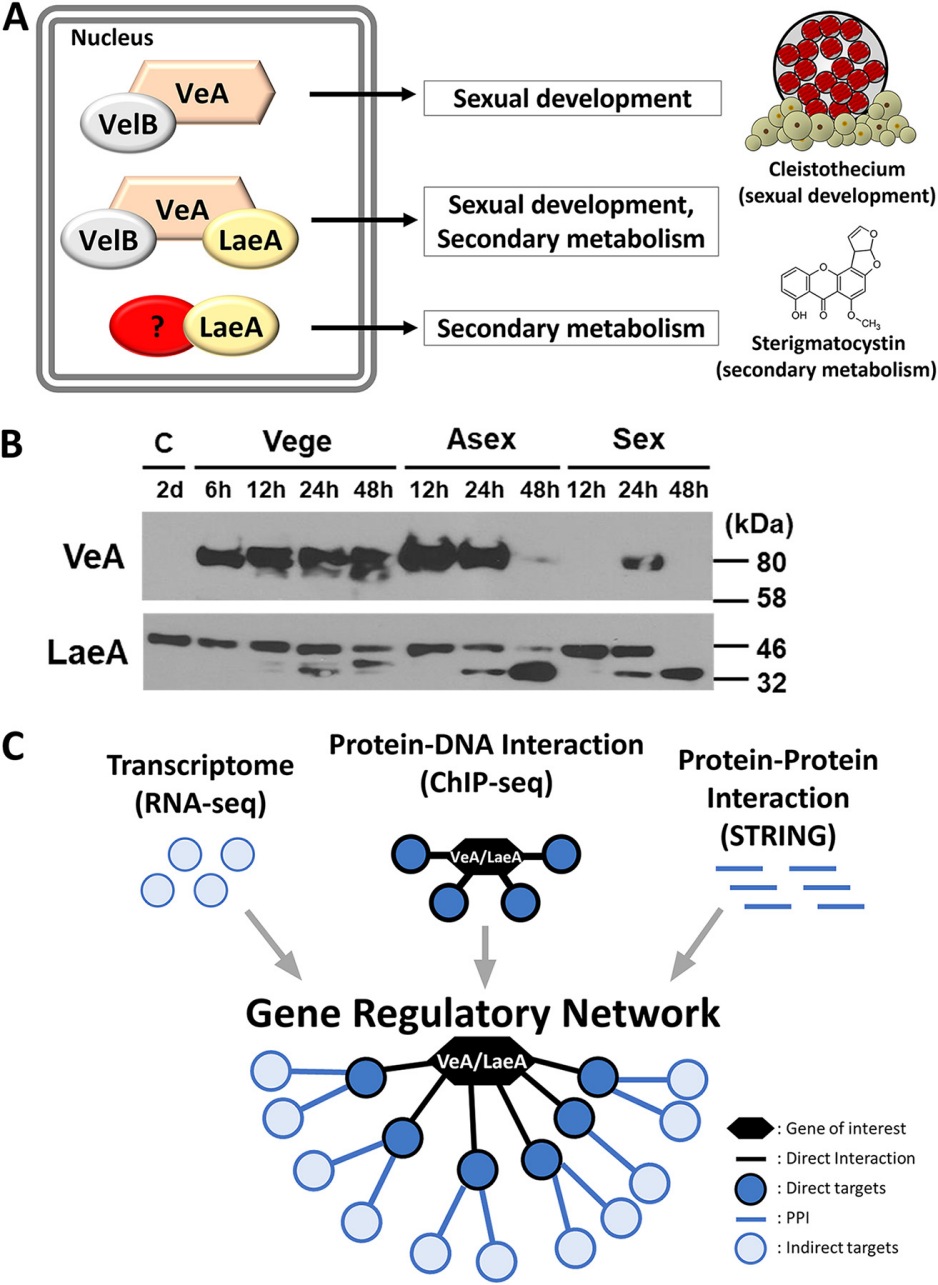
Overview of VeA- and LaeA-mediated regulation in A. nidulans and a schematic presentation of this study. (A) In the dark, VeA enters nucleus with the other *velvet* protein VelB and forms different *velvet* complexes, including the VelB/VeA/LaeA heterotrimer, which regulates sexual development and secondary metabolism. VeA is considered a major partner of LaeA, yet LaeA may also interact with other proteins for controlling the production of various secondary metabolites. (B) VeA and LaeA expression during the life cycle: conidia (C), vegetative growth (Vege), asexual (Asex), and sexual (Sex) development. (C) In this study, we have integrated transcriptomic profiling (RNA-seq), chromatin immunoprecipitation sequencing (ChIP-seq), and known protein–protein interaction (PPI; STRING) data to construct the gene regulatory networks.

In this study, we elucidate GRNs of VeA and LaeA, employing 24-h vegetatively grown cells of A. nidulans (Fig. 1B). Previous GRN studies have utilized multiple RNA-seq data sets to infer a GRN, but this type of GRN was unable to provide molecular evidence of TF and regulator interactions. On the other hand, our study overcomes this shortcoming by introducing physical protein–DNA and protein–protein interaction analyses. Genome-wide direct and indirect target genes of VeA and LaeA are determined by integrating RNA sequencing (RNA-seq) and chromatin immunoprecipitation followed by sequencing (ChIP-seq) analyses, and these target genes are subjected to the network analyses for constructing VeA- and LaeA-mediated GRNs by merging with reported protein–protein interaction data (STRING database) (Fig. 1C).

Within the VeA- and LaeA-mediated GRNs, we have revealed respective core sections demonstrating their central regulatory mechanisms in the genetic regulation of development and metabolism in A. nidulans. Furthermore, we propose a common gene regulatory network controlled by both VeA and LaeA and its core section, elucidating a potential universal GRN mediated by the VeA/LaeA complex.

## RESULTS

### Genome-wide transcriptomic profiling of *veA*-and *laeA*-null mutants in A. nidulans.

To understand the regulatory roles of VeA and LaeA in A. nidulans, we carried out genome-wide gene expression analyses of vegetatively grown cells (Vege, 24 h grown in the dark) of wild type (WT) and the Δ*veA* and Δ*laeA* (null) mutants. 

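RNA-seq libraries of Vege were made from WT and from the Δ*veA* and Δ*laeA* strains, with 3 libraries per strain and 9 in all, after growth for 24 h at 37 °C in the dark. The methods describe strand-specific libraries and paired-end reads. The clean reads were mapped with Hisat2, and FeatureCounts gave the number of reads on each gene with its default parameters. The strand setting of this count is not named in the paper's text. The authors deposited these read counts without normalization, as whole numbers in 10988 rows for every library, and the 9 files of single libraries equal the columns of the table of all libraries. All values here use the reads counted on genes, which totalled 13396869, 35755046 and 20140374 in WT replicates 1 to 3. The totals were 35482680, 20892043 and 20264156 in the libraries labelled Δ*veA*, and 17651082, 22937065 and 20346515 in those labelled Δ*laeA*. The median was 20140374 in WT, 20892043 in Δ*veA* and 20346515 in Δ*laeA*. The 50 genes with the most counts held 20.3% to 20.4% of the counts in WT, 23.5% to 23.8% in the libraries labelled Δ*veA* and 25.6% to 25.9% in those labelled Δ*laeA*. Counts were normalized by edgeR's TMM method, with factors of 1.14 to 1.15 in WT, 0.948 to 0.961 in Δ*veA* and 0.913 to 0.916 in Δ*laeA*, and are given as CPM, the count relative to the normalized library total. The filterByExpr function of edgeR left 9481 genes to be tested and put aside 1507 rows. All 9 libraries were fitted in 1 model with genotype as its term, and a DEG had an adjusted p under 0.05 and a change of more than 2-fold, which are the thresholds the paper applied to its DESeq2 results. The biological coefficient of variation common to all genes was 0.0525. Whether the 3 libraries of a strain came from separate cultures is not stated in the paper's text or the sample labels. The spread between replicates, and the tests that rest on it, may therefore not cover differences between cultures. Every pair of replicates differed by more than the sampling noise, with a chi-square per degree of freedom of 2.89 to 13.7. The paper's text does not say whether the 3 libraries of a strain came from separate cultures. It is therefore not known whether the SDs and p-values given here cover variation between cultures. Gene symbols were taken from the RefSeq table of assembly ASM1142v1 through the AN identifiers.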

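The deleted genes and the marker genes of the strains were read in every library. *veA* (AN1052) had 116, 108 and 108 CPM in WT replicates 1 to 3 and 815, 785 and 774 CPM in the libraries labelled Δ*veA*, a log2 fold change of 2.84 (standard error 0.049, adjusted p = 2.11e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this value stayed between 2.80 and 2.875. It had 67.8, 71.1 and 72.7 CPM in the libraries labelled Δ*laeA*. The *veA* counts thus go against the label, and each direction given for Δ*veA* is that of the libraries labelled so. Gene counts do not show which part of *veA* the reads cover. *laeA* (AN0807) had 37.95, 35.2 and 34.2 CPM in WT, and 4.96, 6.615 and 5.60 CPM in the libraries labelled Δ*laeA*. Its log2 fold change there was -2.625 (standard error 0.11, adjusted p = 6.64e-21 from the same test, -2.75 to -2.54 with 1 library left out). The *laeA* reads were thus fewer than in WT and not absent, with 80 to 139 counts per library. Which part of *laeA* they cover is not shown either. *argB* (AN4409), the marker at the deleted *veA* locus in Table S3, had 80.5 ± 1.27 CPM in WT, 454 ± 11.1 CPM in the libraries labelled Δ*veA* and 105.5 ± 4.68 CPM in those labelled Δ*laeA* (SD, n = 3). *metG* (AN7051), taken here as the *methG* marker of the Δ*laeA* strain in Table S3, had 32.3 ± 1.44, 55.0 ± 4.96 and 108 ± 3.22 CPM in the same order.

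**Figure D1:**
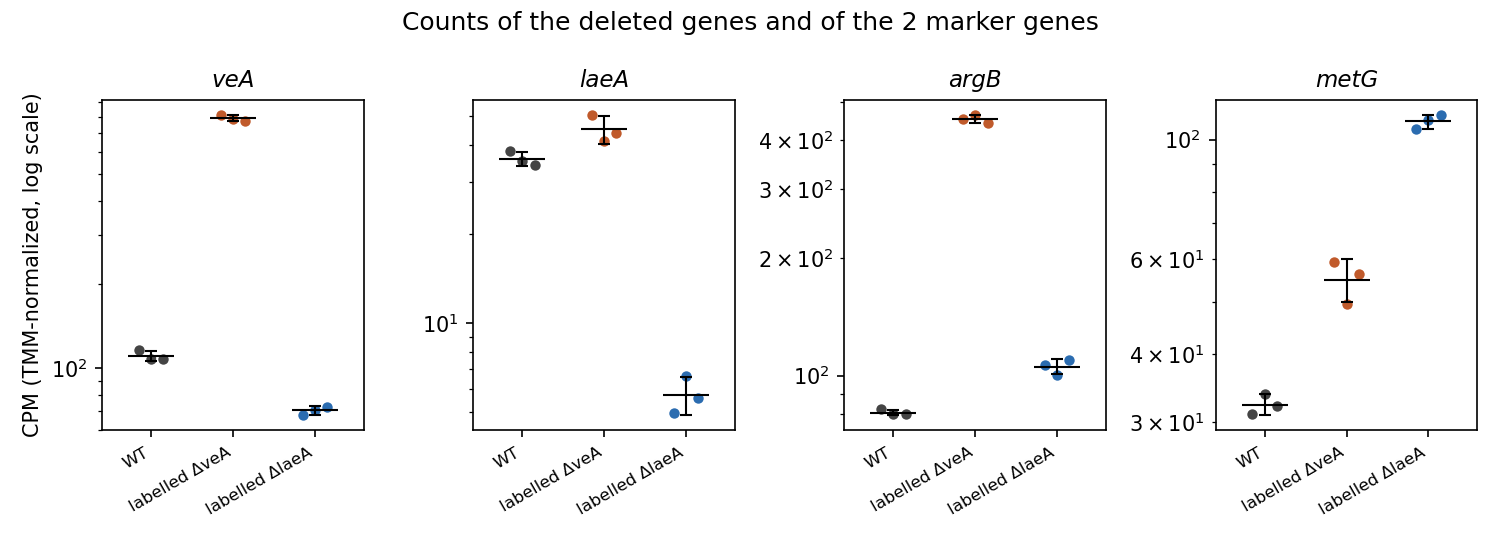
CPM of *veA*, *laeA*, *argB* and *metG* on a log scale in WT and in the libraries labelled Δ*veA* and Δ*laeA*, with a point per library and the mean ± SD of each group (n = 3). The libraries labelled Δ*veA* hold the highest *veA* and *argB* values, and those labelled Δ*laeA* the lowest *laeA* and the highest *metG* values.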

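Against WT, 3181 genes passed both thresholds in the libraries labelled Δ*veA*, or 28.95% of the 10988 rows. For those labelled Δ*laeA*, 2312 genes did, or 21.0%. Set directly against each other, the libraries of both mutants differed in 1740 genes. The counts ranged from 3184 to 3249 and from 2311 to 2366 when each library was left out in turn. Dropping the fold-change minimum moved the counts most, to 7601 genes in Δ*veA* and 6960 in Δ*laeA*. Among DEGs of at least 50 CPM in the higher group whose libraries did not overlap between groups, the largest rises in the libraries labelled Δ*veA* were those of AN1567, AN11468 and AN8609. AN1567 went from 0.152 ± 0.038 to 190.4 ± 7.35 CPM (SD, n = 3). The largest rises in the libraries labelled Δ*laeA* were those of AN5467, AN11948 and AN2596, and AN5467 went from 3.62 ± 0.60 to 153.5 ± 6.81 CPM. Among the largest falls were AN10038 and AN5430 in both mutants, AN3568 in Δ*veA* and AN6784 in Δ*laeA*. A place among these ranks does not mean a change in 1 mutant alone. AN3568 had no count in any mutant library, and AN6784 had 3 to 6 counts in each library labelled Δ*veA*. Of the rises, AN5467 and AN2596 were DEGs in Δ*veA* too (log2 fold changes 4.09 and 3.34). AN11468 and AN1567 were DEGs in Δ*laeA* too (4.16 and 1.78), whereas AN8609 and AN11948 were DEGs in 1 mutant only. AN5430 had 2854 ± 154 CPM in WT, and 1 to 9 counts in each mutant library. AN10038 had no count in any mutant library, so that 3 counts per library, the limit that a count of 0 allows, put it at least 412.5-fold lower in Δ*veA* and at least 341.8-fold lower in Δ*laeA*.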

Totals of 29.74% (3,268/10,988) and 21.25% (2,338/10,988) of genes were differentially expressed in the Δ*veA* and Δ*laeA* mutant Vege, respectively. 

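Genes higher than in WT numbered 1293 in the libraries labelled Δ*veA*, 40.65% of the DEGs (95% Wilson confidence interval 38.95% to 42.36%), and 1888 were lower. For Δ*laeA*, 939 were higher, 40.6% of the DEGs (38.6% to 42.6%), and 1373 were lower. These intervals cover counting error only, and genes are not independent of each other. The split depended on the scaling of the libraries. With library totals alone in place of TMM factors, the median log2 fold change of all tested genes shifted from 0.0012 to -0.26 in Δ*veA* and from -0.0041 to -0.33 in Δ*laeA*, and 26.0% and 22.85% of the DEGs were higher. The split also depended on the fold-change minimum. Without it, 50.07% of the genes past the adjusted p in Δ*veA* and 49.86% of those in Δ*laeA* were higher than in WT.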

Among the differentially expressed genes (DEGs), 39% and 39.7% were upregulated, and 61% and 60.3% were downregulated in the Δ*veA* and Δ*laeA* Vege, respectively, suggesting that both VeA and LaeA tend to activate (rather than repress) the expression of diverse genes.

To gain an understanding of the functional roles of DEGs in Δ*veA* and Δ*laeA*, functional category enrichment analyses were performed utilizing gene ontology (GO) terms (Table S1 in the supplemental material). 

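Functional categories were read through sets of genes that share a kind of RefSeq symbol, since the GO terms of Table S1 were not analysed here. Apart from the conidiation genes and the strain markers, which were fixed earlier, the sets were chosen after the counts were in hand and before any of them was tested, and 44 tests (11 sets, 2 directions and 2 mutants) were adjusted together by the Benjamini-Hochberg method. Each was a 1-sided Fisher's exact test with all tested genes as the background. Among the Δ*veA* results, 5 of 7 genes with symbols of ribosomal proteins (*rpL3*, *rpl16a*, *rpl17*, *rps0*, *rps1*, *rps21* and *rps23*) were DEGs that rose (adjusted p = 0.00852, Fisher's exact test). All 7 were higher than in WT, with a median log2 fold change of 1.22. Of 20 genes of amino acid biosynthesis, which include *argB* and *metG*, 9 were DEGs that rose (adjusted p = 0.00852, Fisher's exact test), and all 20 were higher. With library totals alone, all members of both sets were still higher, while the adjusted p-values were 1.0 and 0.439 (Fisher's exact test). These were the highest over the 14 alternatives tried, which include tests other than Fisher's. The lowest for ribosomal proteins was 2.245e-09, from the fry test, which reads the members of a set alone. The lowest for amino acid biosynthesis was 5.04e-07. Of 19 tested genes with symbols of secondary metabolism, such as *ivoA*, *ivoB*, *pksP* and the *tpc* and *fma* genes, 14 were DEGs that fell (adjusted p = 2.74e-05, Fisher's exact test).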

The results demonstrate that in the Δ*veA* Vege, upregulated genes are associated with primary housekeeping processes such as translation, peptide metabolic process, cellular amino acid metabolic process, cellular nitrogen compound biosynthetic process, and amide metabolic process, while downregulated genes were involved in secondary metabolic processes, including phenol-containing compound, organic heteropentacyclic compound, melanin, monodictyphenone, and toxin. 

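Of the 19 secondary metabolism genes, 12 were DEGs that fell in the libraries labelled Δ*laeA* (adjusted p = 3.35e-05, Fisher's exact test), and 2 were DEGs that rose. Of the 4 genes of nitrate assimilation (*crnA*, *niaD*, *niiA* and *nirA*), 3 were DEGs that rose (adjusted p = 0.0263, Fisher's exact test), and all 4 were higher than in WT. The latter result rests on few genes. Its adjusted p was 0.256 without WT replicate 2 and 0.253 without WT replicate 3, and with library totals alone 3 of the 4 genes were higher and the adjusted p was 0.179. Over the 14 alternatives without a library left out, it ranged from 2.16e-07, with the fry test in place of Fisher's, to 0.263. The 7 ribosomal protein genes were all higher in these libraries, with a median log2 fold change of 0.62, and none of them reached 2-fold (adjusted p = 1.0, Fisher's exact test). Transporters, and the austinol genes, were not analysed here.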

Similar outcomes were observed in the Δ*laeA* Vege: upregulated genes were implicated in transmembrane transport, including xenobiotic, carbohydrate, and amide transports, some secondary metabolic processes, and nitrogen cycle metabolic process, and downregulated genes were mostly related to secondary metabolic processes, including austinol, ketone, and alkaloid. Taken together, these results suggest that both VeA and LaeA positively regulate secondary metabolism while repressing some primary metabolic and housekeeping processes in A. nidulans.

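Among the other sets, 6 of 11 siderophore genes were DEGs that rose in the libraries labelled Δ*veA* (adjusted p = 0.0140, Fisher's exact test). Of 15 ergosterol genes, 6 were DEGs that rose in these libraries (adjusted p = 0.0583), and 5 of 8 conidiation genes were DEGs that fell (adjusted p = 0.0583). Of the 8 conidiation genes, 4 were DEGs that fell in the libraries labelled Δ*laeA* (adjusted p = 0.0921). In all, 6 of the set tests passed an adjusted p of 0.05, and 9 an unadjusted p of 0.05. The camera test, which sets a set against all other genes, passed 12 sets with its preset correlation between genes and 1 with the correlation estimated from the counts, the fall of the secondary metabolism genes in Δ*laeA* (adjusted p = 0.03135, against 3.57e-09 to 0.03135 over its alternatives). The fry test, which reads the members of a set alone, passed all 22. From the categories enriched among the up- and downregulated genes of both mutants, the paper proposes that VeA and LaeA activate secondary metabolism and repress part of primary metabolism.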

### Identification of potential direct targets of VeA and LaeA.

To identify the putative direct target genes of VeA and LaeA, ChIP followed by high-throughput sequencing was carried out using anti-FLAG antibody and individual strains expressing the VeA or LaeA proteins with the FLAG epitope. Totals of 3,190 and 1,834 genes were identified as VeA and LaeA peak-associated genes, respectively, determined as putative direct targets in this study. Then, to identify consensus nucleotide sequences (response elements) of VeA and/or LaeA binding (VREs and LREs), totals of 5,502 and 3,333 peaks were subjected to the Homer *de novo* Motif Elicitation analysis, respectively (Fig. 2). Interestingly, we have found a high similarity between the predicted VREs and LREs. The top two predicted VREs were 5′-GTCACGTGAC-3′ (6.14% of input peaks with a *P* value of 1e-81) and 5′-TGATTGGCTG-3′ (16.52% of input peaks with a *P* value of 1e-65) (Fig. 2A), and the top two LREs were 5′-TGATTGGCTG-3′ (10.83% of input peaks with a *P* value of 1e-39) and 5′-GTCACGTGA-3′ (9.39% of input peaks with a *P* value of 1e-35) (Fig. 2B). Both 5′-TGATTGGCTG-3′ and 5′-TCACGTGA-3′ sequences appeared in predicted VeA and LaeA binding motifs. As VeA and LaeA are known to function as a complex, we speculated that these response elements are potential binding motifs of the VeA/LaeA complex, we thus decided to perform an additional *de novo* Motif Elicitation analysis on the overlapping peaks between the VeA and LaeA ChIP-seq data. We found a total of 1,186 overlapping peaks, and they were subjected to the Motif Elicitation analysis. The top two predicted response elements of overlapping peaks were 5′-TGATTGGCTG-3′ (26.31% of input peaks with a *P* value of 1e-47) and 5′-TCACGTGAC-3′ (14.92% of input peaks with a *P* value of 1e-40) (Fig. 2C), suggesting that both 5′-TGATTGGCTG-3′ and 5′-TCACGTGAC-3′ are potential binding motifs of VeA and LaeA, and they may recognize these sequences in the complex form.

**FIG 2:**
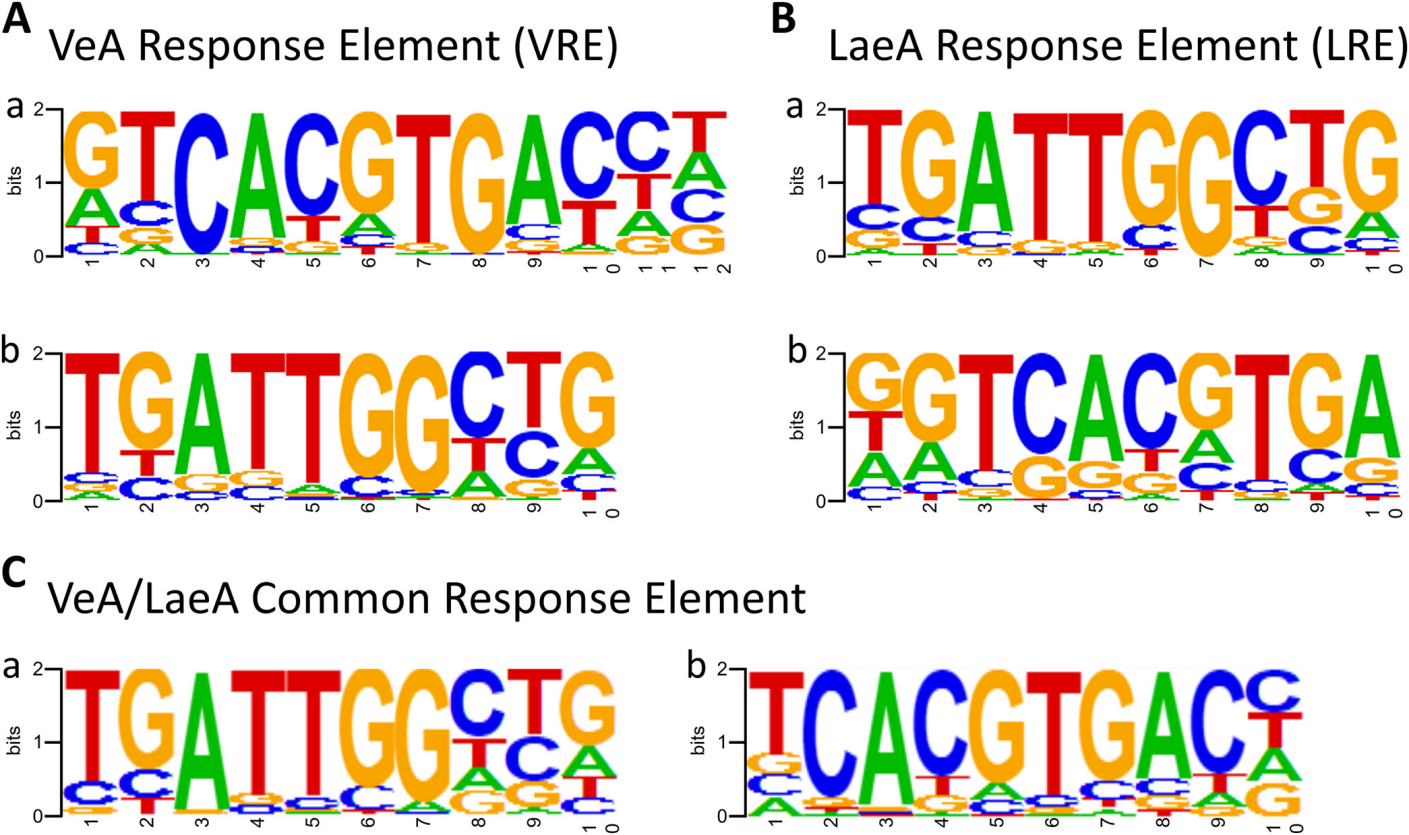
Identification of VeA and LaeA response elements. (A) Predicted VeA response elements (VREs) are 5′-GTCACGTGAC-3′ and 5′-TGATTGGCTG-3′. (B) Predicted LaeA response elements (LREs) are 5′-TGATTGGCTG-3′ and 5′-GTCACGTGA-3′. (C) The common (overlapped) response elements of VeA and LaeA are 5′-TGATTGGCTG-3′ and 5′-TCACGTGAC-3′. Through panels A to C, a is the first ranked response elements and b is the second ranked response elements from motif elicitation analysis.

We then compared the results of the ChIP-seq and RNA-seq analyses to identify genes that might be under the direct regulatory control (direct targets) of VeA and LaeA. Direct target genes are determined when their promoter regions are bound by VeA or LaeA, and their gene expression levels are altered in Δ*veA* or Δ*laeA*. Totals of 978 (8.9% of 10,988 genes; Fig. 3A) and 418 (3.8% of 10,988 genes; Fig. 3B) genes were identified as VeA and LaeA direct targets, respectively. Additionally, 178 common direct targets of VeA and LaeA were identified (Fig. 3C). Interestingly, 93.26% (166/178) of these common targets displayed the same regulation pattern in Δ*veA* or Δ*laeA*; 63 genes were upregulated, and 103 genes were downregulated in both null mutants (Fig. 3C). Collectively, these results indicate that VeA and LaeA directly regulate a large array of target genes involved in development and metabolism and the 166 common genes may be under the direct regulatory control of the VeA/LaeA complex.

**FIG 3:**
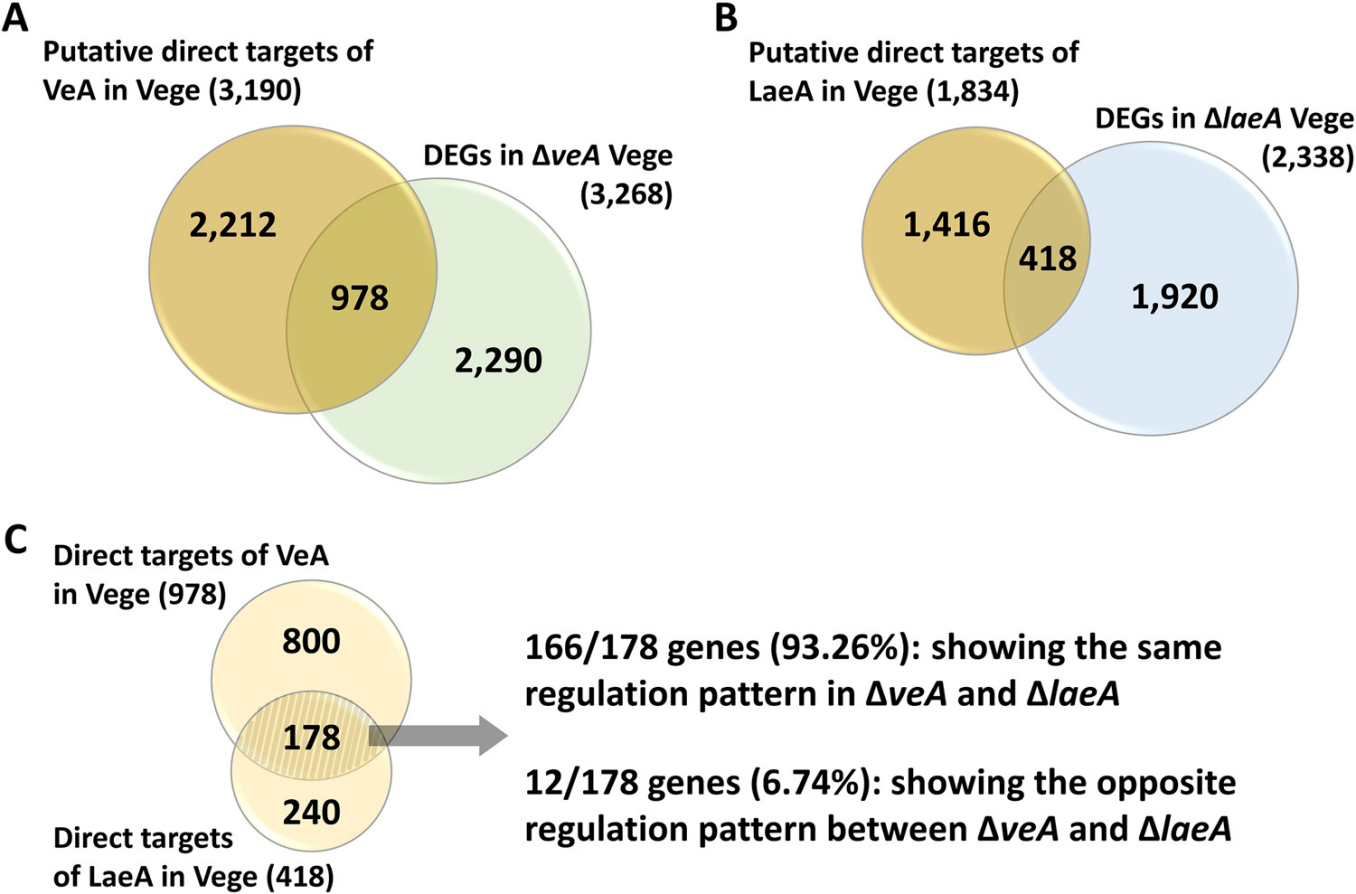
Identification of VeA and LaeA direct targets in A. nidulans. (A) The Venn diagram showing the number of putative direct targets of VeA and DEGs in the Δ*veA* Vege. The overlapped part in the Venn diagram indicates the number of direct targets of VeA. (B) The Venn diagram showing the number of putative direct targets of LaeA and DEGs in the Δ*laeA* Vege. The overlapped part in the Venn diagram indicates the number of direct targets of LaeA. (C) The Venn diagram depicting the number of overlapped direct targets of VeA and LaeA. The 166 genes might be under the direct regulatory control of the VeA/LaeA complex.

To further investigate the roles of direct targets of VeA, LaeA, or both in Aspergillus biology, functional category analysis was carried out by determining GO terms (Table S2). Among the VeA direct target genes, several genes involved in general translation and metabolism of peptide, cellular nitrogen compound, and amide were upregulated, whereas the expression of genes related to glycogen metabolism, cellular glucan metabolic process, syncytium formation, and cleistothecium formation were downregulated in Δ*veA*. These results suggest that VeA might directly activate polysaccharide metabolic processes and sexual development, yet negatively regulate primary metabolic processes, including translation, peptide, amide, and nitrogen. Some LaeA direct target genes associated with cellular response to diverse stressors, carbohydrate transmembrane transport, glycolysis, and NADH regeneration displayed higher expression levels in Δ*laeA* compared to WT. On the other hand, the mRNA levels of LaeA direct target genes involved in syncytium formation, anatomical structure formation, and diverse regulations such as cell differentiation, asexual sporulation, and sexual development were decreased in Δ*laeA*. These results indicate that LaeA directly activates diverse developmental processes, while directly repressing stress responses, carbohydrate transmembrane transports, and some processes in glycolysis. The upregulated VeA/LaeA common target genes in both the Δ*veA* and Δ*laeA* Vege are associated with cellular response to stressors, regulation of defense response, and generation of precursor metabolites and energy. On the other hand, the downregulated VeA/LaeA common targets in both the Δ*veA* and Δ*laeA* Vege are associated with regulating syncytium formation, cell-to-cell fusion, cell differentiation, glycogen biosynthesis, manganese ion homeostasis, and RNA interference, implying that by acting in concert, VeA and LaeA might directly activate fungal growth and cellular development, whereas they inhibit some defense mechanisms, including responses to stressors in general.

### VeA-mediated GRN.

To elucidate the detailed genome-wide regulatory roles of VeA and LaeA, the network analyses were conducted by integrating the results of ChIP-seq and RNA-seq and the protein–protein interaction database (STRING).

From the ChIP-seq and RNA-seq analyses, the 978 direct target genes and 2,212 putative direct targets of VeA were selected and overlaid with the *A. nidulans* protein–protein interaction (PPI) database, which led to the VeA-mediated GRN consisting of 2,210 genes (nodes) and 83,844 interactions between genes (edges). This GRN enabled us to uncover the interactions between direct and putative direct target genes of VeA. To elucidate the central regulatory function of the VeA-mediated GRN, we analyzed the first neighbors of VeA within the network and have found that the core section is composed of 8 direct targets and 22 putative direct targets, including several well-known genes encoding developmental and metabolic regulators of Aspergillus such as *flbA*·*B*·*C*, *velB*·*C*, *mpkB*, *laeA*, *areA*, and *hogA* (Fig. 4).

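Of the 8 direct targets drawn as rectangles in Fig. 4, 6 were found by name (*flbC*, *esdC*, *steA*, *mpkB*, *gpdA* and AN5199), and all 6 were DEGs in the libraries labelled Δ*veA*, with 2 higher and 4 lower. Over the 10 alternatives that kept all libraries, 4 to 6 of these 6 were called. Of the 22 putative direct targets drawn as ovals, 16 were found, and 0 were DEGs. Of these 16, 13 had an adjusted p under 0.05 with a change below 2-fold, and 13 an unadjusted p under 0.05. Adjusted over the list alone, the numbers were 6 and 0 as well, which is not independent evidence. The paper calls a peak-associated gene a direct target when it is a DEG in these libraries, so that the split between the classes of Fig. 4 was set by the same counts. *mpkB* (AN3719) went from 474 ± 6.15 CPM in WT to 196 ± 1.04 CPM in Δ*veA* (SD, n = 3), a log2 fold change of -1.27 (standard error 0.044, adjusted p = 6.08e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *flbC* (AN2421) went from 90.6 ± 5.69 to 44.65 ± 2.89 CPM, a log2 fold change of -1.01. It fell short of 2-fold without WT replicate 1 (-0.96), without Δ*veA* replicate 2 (-0.997) and without Δ*veA* replicate 3 (-0.97). Among the ovals, *lreB* (AN3607) came closest to the threshold with -0.97 (standard error 0.17), and it was a DEG at -1.01 with DESeq2. The other genes of Fig. 4, and the binding of VeA to promoters, were not analysed here.

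**Figure D2:**
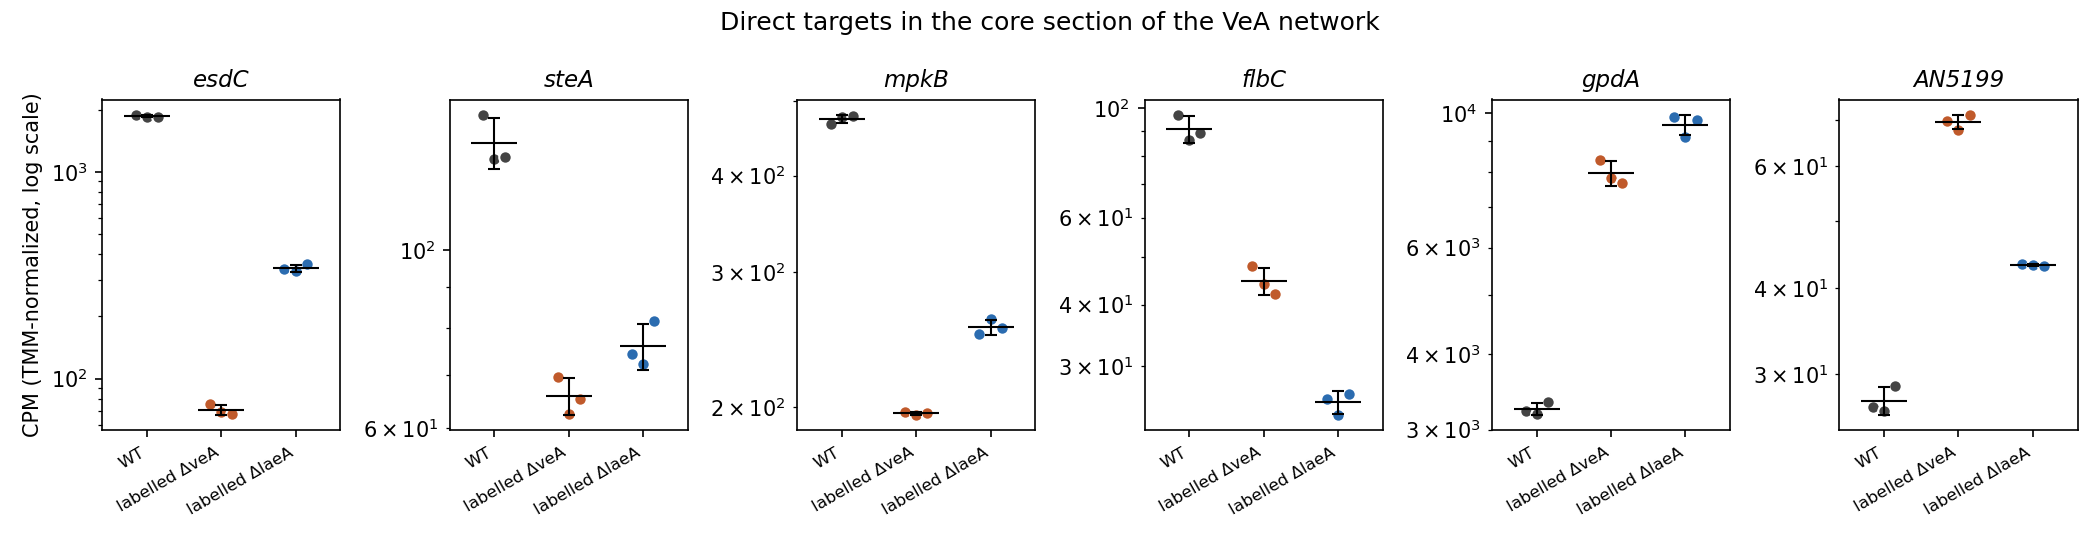
CPM of the 6 direct targets of Fig. 4 found by name, on a log scale, in WT and in the libraries labelled Δ*veA* and Δ*laeA*, with a point per library and the mean ± SD of each group (n = 3). In the libraries labelled Δ*veA*, *esdC*, *steA*, *mpkB* and *flbC* lie below WT, and *gpdA* and AN5199 above it.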

**FIG 4:**
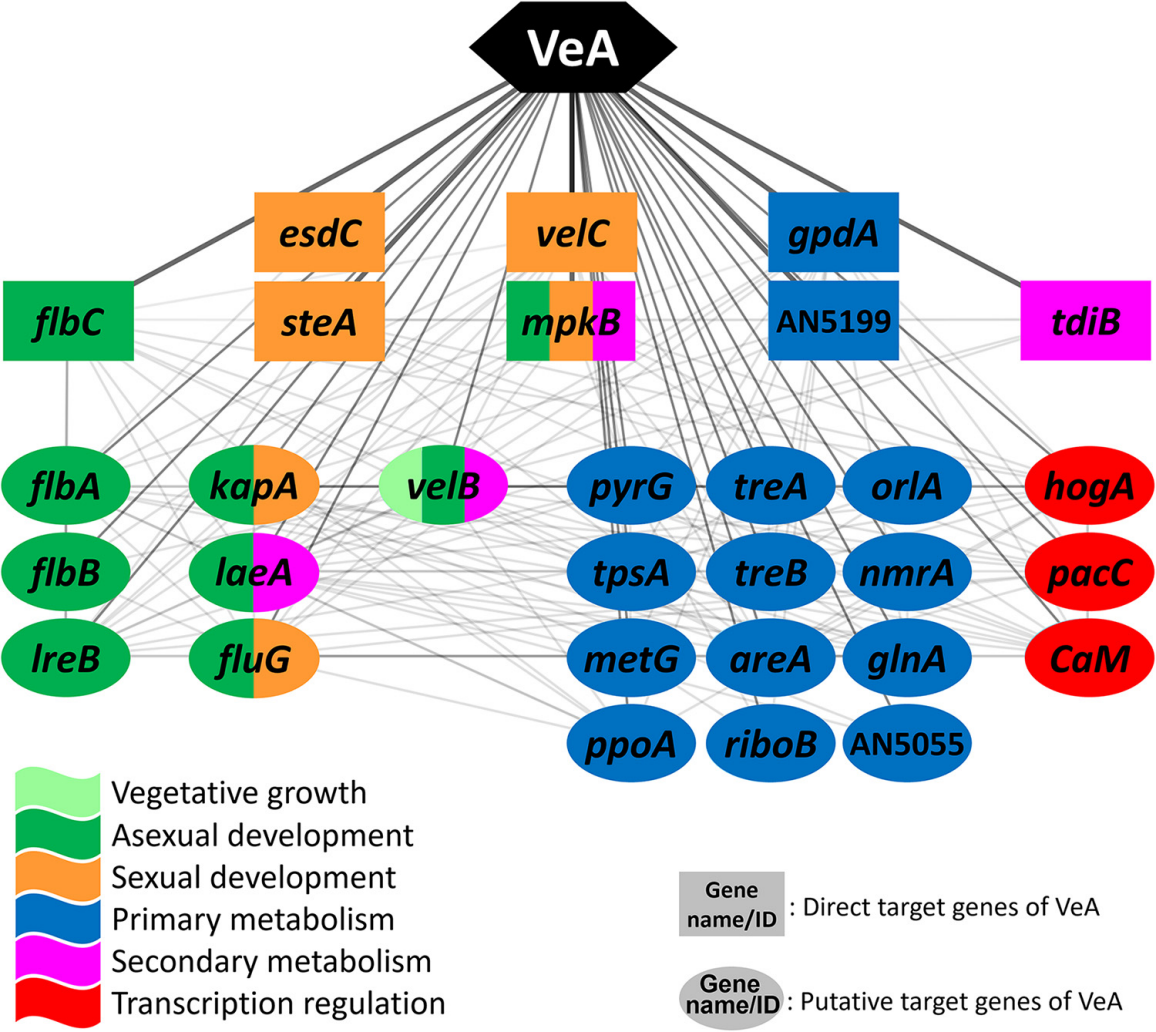
The core section of VeA-mediated GRN. In the network, genes in rectangles are direct targets, and those in ovals are putative direct targets of VeA. The colors represent predicted functions as shown. Each line indicates an interaction between two genes/proteins.

### LaeA-mediated GRN.

To perform the network analysis on LaeA, the 418 direct target genes and 1,416 putative targets of LaeA were selected from the RNA-seq and ChIP-seq analyses. We then combined the target genes of LaeA with the A. nidulans PPI database (STRING), resulting in the formation of LaeA-mediated GRN consisting of 1,206 nodes and 24,334 edges. We have elucidated the core section of LaeA-mediated GRN by applying the same method utilized in the VeA network analysis, which consists of 9 direct targets and 13 putative direct targets, including *flbA*, *flbC*, *kapA*, *trxA*, *veA*, *velB*, *velC*, *stuA*, *niiA*, *hogA*, and *pkaR* (Fig. 5). 

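Of the 9 direct targets in Fig. 5, 4 were found by name (*flbC*, *stuA*, *gpdA* and *niiA*), and all 4 were DEGs in the libraries labelled Δ*laeA*, with 2 higher and 2 lower. Of the 13 putative direct targets, 9 were found, and 0 were DEGs. Of these 9, 7 had an adjusted p under 0.05 and 7 an unadjusted p under 0.05. The counts adjusted over the list alone were the same 4 and 0. The classes of Fig. 5 were set by the DEGs of these libraries too, so these counts are not independent evidence. *stuA* (AN5836) fell from 571 ± 31.45 CPM in WT to 253 ± 5.17 CPM (SD, n = 3), a log2 fold change of -1.17 (standard error 0.052, adjusted p = 7.58e-20 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *niiA* (AN1007) rose from 3527 ± 49.3 to 10435 ± 181 CPM, a log2 fold change of 1.565. *flbC* had a log2 fold change of -1.83 and *gpdA* of 1.56 in these libraries. Among the putative targets, *veA* itself fell by 0.65 on the log2 scale. The genes *trxA*, *velC*, *hogA* and *pkaR*, and the binding of LaeA to promoters, were not analysed here.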

In the core section of the LaeA GRN, the 10 genes, *flbA*, *flbC*, *kapA*, *velB*, *velC*, AN5055, *gpdA*, *tdiB*, *hogA*, and *pacC*, also appear in the core section of the VeA GRN, suggesting that the VeA/LaeA complex may coregulate these key genes of development and metabolism in A. nidulans.

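Of the genes named, 7 were found (*flbA*, *flbC*, *kapA*, *velB*, AN5055, *gpdA* and *pacC*). Both *flbC* and *gpdA* were DEGs in the libraries of both mutants, and the remaining 5 were DEGs in neither. The direction against WT was the same in both mutants for 4 of the 7, and with library totals alone AN5055 was lower in both as well. Among these 4, *velB* was higher in both, with a log2 fold change of 0.76 in Δ*veA*, and *pacC* was lower in both, with -0.58 in Δ*veA* and a change not past the test in Δ*laeA*. *flbA* (AN5893) had a log2 fold change of 0.30 in the libraries labelled Δ*veA* and -0.49 in those labelled Δ*laeA*. The former was 0.04 with library totals alone, within its standard error of 0.082. *kapA* (AN2142) had 0.44 and -0.10, the latter not past the test (adjusted p = 0.1295). With library totals alone, the Δ*laeA* changes of *kapA* (-0.42) and *pacC* (-0.38) were past edgeR's quasi-likelihood test (adjusted p = 8.18e-08 and 7.555e-08). That of *velB* (0.14) was then not past it (adjusted p = 0.07375). Set directly against each other, the libraries of both mutants differed in all 7 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and in 0 of them by more than 2-fold. *flbA* had an adjusted p of 9.35e-10 in this test, with a log2 difference of 0.79.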

**FIG 5:**
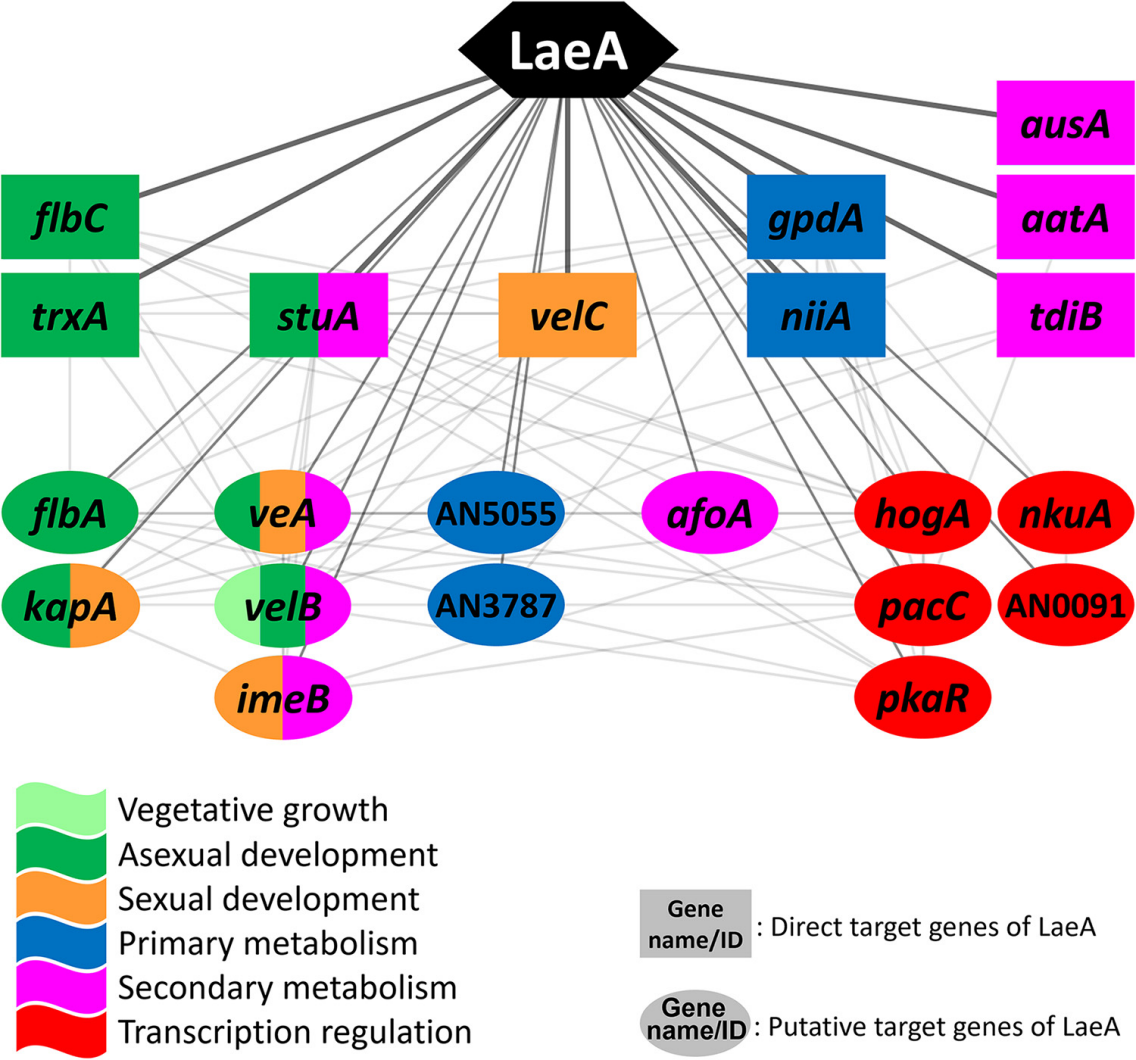
The core section of LaeA-mediated GRN. In the network, genes in rectangles are likely direct targets, and those in ovals are putative direct targets of LaeA. The colors represent predicted functions as shown. Each line indicates an interaction between two genes/proteins.

### Common GRN controlled by both VeA and LaeA.

To further understand a putative regulatory mechanism of the VeA/LaeA complex, we aimed to identify the common GRN of both VeA and LaeA in A. nidulans. While the common target genes of VeA and LaeA might vary from the actual direct targets of the VeA/LaeA complex, we presumed that the common target list shares high similarities with the actual targets of VeA/LaeA based on the RNA-seq, ChIP-seq, and motif analyses. To construct the common GRN, the ChIP-seq data of VeA and LaeA and the A. nidulans PPI database were integrated; a total of 1,084 putative common direct targets were identified by overlapping 3,190 and 1,834 putative direct target genes of VeA and LaeA, respectively. These 1,084 putative common targets then were overlaid with the A. nidulans PPI database, resulting in the formation of the common GRN, which is likely controlled by both VeA and LaeA, consisting of 693 nodes and 9,467 edges. 

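Of the 6 direct targets of the common core section, *esdC*, *gpdA* and *flbC* were found by name, and all 3 were DEGs in the libraries of both mutants, with *gpdA* higher and *esdC* and *flbC* lower. In Δ*veA*, *flbC* was close to the 2-fold threshold, and 2 to 3 of the 3 were called over the 10 alternatives that kept all libraries. Of the 15 putative direct targets, 10 were found. AN3787 was the DEG among them in the libraries labelled Δ*veA*, with 72.3 ± 3.23 CPM in WT and 32.9 ± 1.29 CPM in the mutant (SD, n = 3). It was higher than in WT, at 99.3 ± 0.81 CPM, in the libraries labelled Δ*laeA*, where *niiA* was the DEG instead. With library totals alone, *flbB* was a DEG in Δ*laeA* too. At an adjusted p under 0.05 without a fold-change minimum, 8 of the 10 differed from WT in Δ*veA* and 7 in Δ*laeA*. The counts adjusted over the list alone were the same, and they are not independent evidence here either, since the direct targets were chosen as DEGs of these libraries.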

To elucidate the core section of the common GRN, the same method was applied, and 21 genes, including 6 likely direct targets and 15 putative direct targets, were identified (Fig. 6). As we combined two different networks here, the definitions of “direct target” and “putative direct target” slightly differ from previous ones; only direct targets of both VeA and LaeA are indicated as direct targets, otherwise determined as putative direct targets in the common GRN.

**FIG 6:**
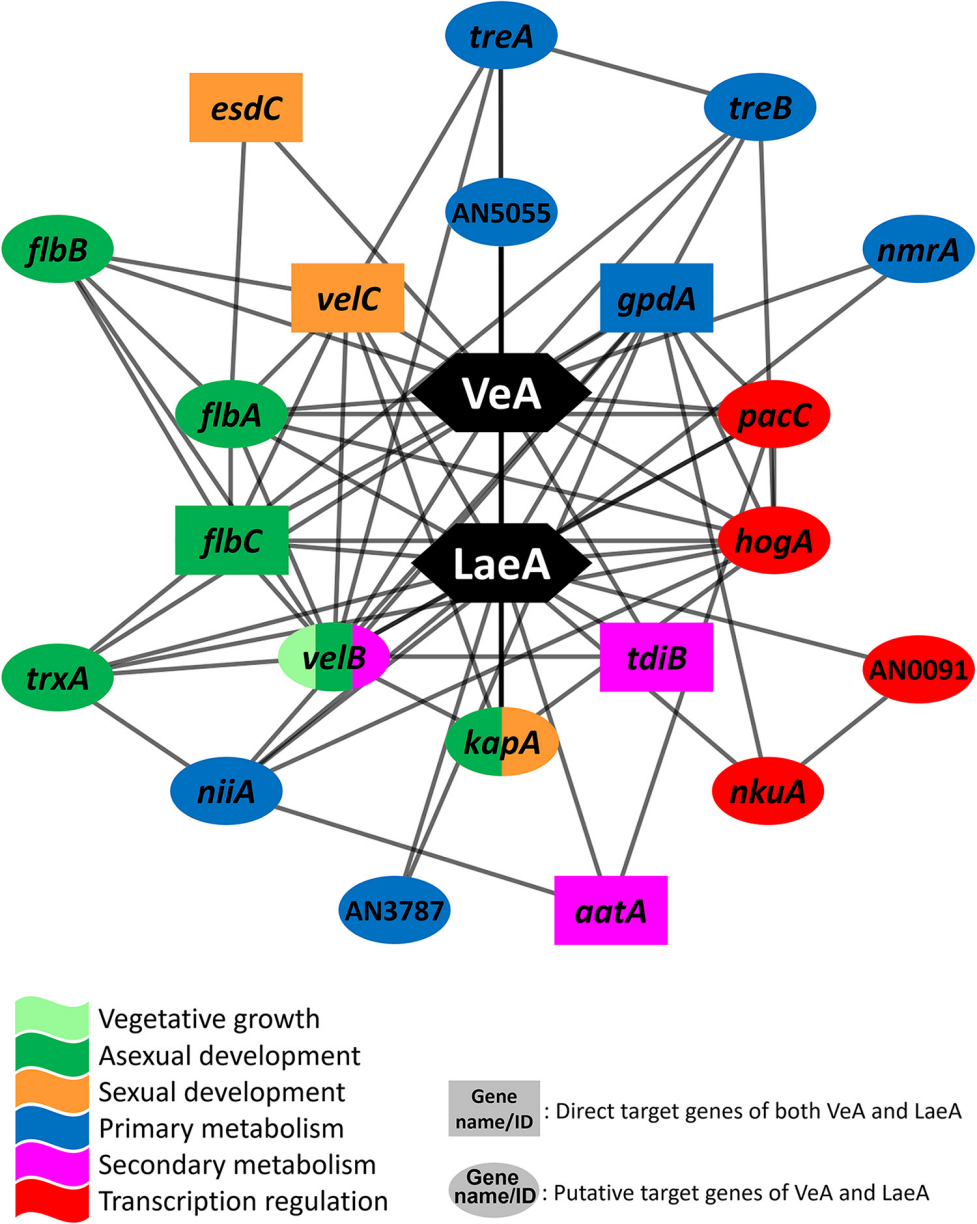
The core section of common GRN controlled by both VeA and LaeA. Genes in rectangles are likely direct targets of both VeA and LaeA, and genes in ovals are either likely or putative direct targets of VeA and LaeA.

In the core section of the common GRN, the *flbA*, *flbC*, *velB*, *velC*, *kapA*, AN5055, *gpdA*, *tdiB*, *pacC*, and *hogA* genes are commonly found in both core sections of VeA and LaeA GRNs. Interestingly, *esdC* and *aatA*, direct targets of both VeA and LaeA, appeared in the core section of the common network, but they appeared only in the core sections of VeA and LaeA GRNs, respectively, suggesting asymmetrical roles of individual proteins in the VeA/LaeA complex. 

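*esdC* (AN9121) was lower in the libraries labelled Δ*veA* than in those labelled Δ*laeA*, by a log2 difference of -2.27 (standard error 0.050, adjusted p = 3.135e-28 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference stayed between -2.35 and -2.24 with each library left out in turn. The *aatA* gene was not analysed here.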

In summary, these results imply that a majority of VeA and LaeA regulatory pathways is likely to be governed by the VeA/LaeA complex in A. nidulans.

## DISCUSSION

The global regulators VeA and LaeA govern developmental and metabolic processes in many (if not all) Aspergillus species. While regulatory roles of VeA and LaeA have been extensively studied, there has been a lack of knowledge about their genome-wide regulatory networks. In this study, we have identified the likely and putative direct targets of VeA and LaeA and their GRNs by integrating RNA-seq, ChIP-seq, and PPI analyses in A. nidulans (Fig. 1C). Previous GRN studies have relied on overlaying multiple RNA-seq results (single omics layer) to infer GRNs of interest, but this method has a critical limitation, that it cannot provide physical evidence of interaction and regulation for various TFs and regulators. Thus, further studies such as quantitative PCR and electrophoretic mobility shift assay (EMSA) are required to verify these GRNs (12). However, to make up for the imperfection of the single omics layer approach, we herein introduce network-based multilayered analyses, including physical protein DNA (ChIP-seq) and reported protein–protein interaction analyses in this study. Due to recent advances in diverse powerful omics tools, studies combining multiple omics layers became available and have shown that they yielded clearer snapshots of complex systems (13, 14). It is hoped that this study facilitates our understanding of Aspergillus GRN complexity.

The *veA* and *laeA* genes and their respective proteins are constitutively expressed during vegetative growth with distinct cellular localization patterns: LaeA is constitutively nuclear, while VeA is mostly localized in the nucleus in the dark and partially nuclear under the light (11, 15). Thus, we expected that in our 24-h Vege samples grown in the dark, most of the LaeA and VeA proteins are in the nucleus forming the VelB/VeA/LaeA heterotrimer complex and actively controlling target genes. Although we concluded that Vege 24 h is the most appropriate condition to investigate the targets of VeA and LaeA based on their biology and protein expression patterns throughout the life cycle (Fig. 1B), target genes of VeA and LaeA may vary to some extent depending on cell types (asexual and sexual cells) and growth conditions (time points and the presence of light). To understand the complete list of VeA and LaeA target genes, further studies in other conditions will be necessary.

Our functional-enrichment analyses suggested not only consistent results with known regulatory roles but also unexplored characteristics of VeA and LaeA. Enriched terms of DEGs demonstrate the broad effects of VeA and LaeA in Aspergillus biology; most downregulated genes in the Δ*veA* and Δ*laeA* Vege are associated with SM biosynthesis, whereas most upregulated genes in Δ*veA* and Δ*laeA* are related to primary metabolism (Table S1). In our GO term analyses on direct targets of these proteins, similar to the results from those of DEGs, the upregulated direct target genes in the Δ*veA* and Δ*laeA* Vege are associated with mostly primary metabolic processes. However, the downregulated direct targets in Δ*veA* are involved in growth, sexual development, and metabolic processes of complex polysaccharides, whereas the downregulated direct targets in Δ*laeA* are associated with the regulation of asexual and sexual developmental processes (Table S2). These results indicate that VeA and LaeA may play a crucial role in primary metabolism. Previous studies mostly focused on their functions in development and secondary metabolism, with little understanding of the underlying effects of VeA and LaeA in primary metabolism. Our findings suggest the necessity of investigating the roles of VeA and LaeA in controlling primary metabolic changes coupled with cellular and secondary metabolic development in A. nidulans. In addition, while LaeA is considered a global regulator of secondary metabolism, its effects on development need to be further investigated. In A. nidulans, the Δ*laeA* mutants show a similar radial growth on solid medium but exhibit distinct developmental patterns compared to WT: greatly reduced conidia production in the light but enhanced cleistothecia formation in the dark (15). Moreover, in other Aspergillus species, the roles of LaeA in development are also well described (16, 17). In conjunction with our GO term analyses, these together suggest that LaeA is a key upstream regulator of Aspergillus development. Besides, the VeA/LaeA common direct targets upregulated in both Δ*veA* and Δ*laeA* are mostly associated with fungal stress responses. Baidya et al. (18) reported that VeA plays a vital role in the regulation of oxidative stress response in Aspergillus flavus. Collectively, these results suggest that A. nidulans VeA and LaeA may play a key role in properly controlling fungal stress response. It is noteworthy that mutational inactivation of VeA leads to elevated production of pigment (19).

LaeA encodes a nuclear protein that contains an S-adenosylmethionine (SAM) binding motif found in histone methyltransferases and arginine methyltransferases, yet it lacks other conserved components of methyltransferases such as the SET (suppressor of variegation, enhancer of zeste, trithorax) domain and the double-E loop (5). As conventional methyltransferases, including LaeA, do not have a known DNA-binding domain, it is plausible that their interaction with chromatin would require other protein(s) that can interact with DNA and methyltransferases. From the ChIP-seq and motif elicitation analyses in this study, we have revealed that the majority of LREs precisely match with VREs (Fig. 2) and that many direct targets are shared between LaeA and VeA. These results demonstrate that a major partner protein of LaeA is VeA, which in turn enables LaeA to confer site-specific gene regulation. However, we hypothesize that there are additional partners of LaeA, as 40.9% (750/1,834 genes) of LaeA putative direct targets are not in the list of the VeA targets.

The renowned gene network database STRING (https://string-db.org/) provides known PPI information of all proteins in A. nidulans. The definition of PPI was limited to physical interaction in the early 2000s; however, it has been expanded as defined through seven evidence channels: experiments, database, text mining, gene coexpression, neighborhood, fusion, and co-occurrence. Based on these channels, the STRING database has generated a combined score for an interaction, which can be referred to all types of interactions such as protein–protein, protein–DNA, and gene–gene (20). The GRNs proposed in this study are defined as a protein–protein interaction network (PPIN). Utilizing a PPIN is suitable to perform a genome-wide network analysis. However, it does not provide a directionality of regulation between genes (or proteins), or a type of protein such as TF, unlike a traditional GRN. From the STRING database, we obtained 67 and 75 reported PPIs that VeA and LaeA have with other genes or proteins in A. nidulans, respectively, which constitute less than 1.2% of the VeA and LaeA interactions that we are proposing in this study (Fig. S1). These indicate that VeA- and LaeA-mediated regulatory mechanisms have been underexplored and that our study provides novel interaction information of VeA and LaeA. Through the network analyses, we have found that VeA and LaeA directly regulate multiple upstream regulators that govern various biological functions: development, metabolism, signaling, and transcription regulation, including MAPK and PKA.

In the core section of VeA-mediated GRN (Fig. 4), the *fluG*, *flbA*, *flbB*, and *flbC* are required for the proper transition from hyphal growth to conidiophore development (21). They act as upstream activators of *brlA*, which encodes C_2_H_2_ zinc finger TF initiating asexual development (conidiation) (22, 23). Moreover, the *lreB* (light response) gene, encoding a putative zinc-finger TF, is involved in the morphological and physiological differentiation of A. nidulans. The LreB protein is known to interact with VeA, FphA, and LreA and form a large protein complex in the nucleus, which plays a crucial role in red- and blue-light responses (24). Thus, our findings suggest that VeA represses conidiation by likely controlling the upstream developmental activators and interacting with blue- and red-light sensors. Furthermore, some VeA direct targets such as *velC*, *steA*, and *esdC* are necessary for proper sexual development. 

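Of the upstream activators, *fluG* (AN4819) had 40.4 ± 1.47 CPM in WT and 38.5 ± 0.91 CPM in the libraries labelled Δ*veA* (SD, n = 3), a difference that was not past the test (adjusted p = 0.343 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *flbB* (AN7542) had a log2 fold change of -0.23 (standard error 0.058, adjusted p = 5.63e-04). The change of *flbA* was a rise and that of *flbC* a fall. Among the light sensors, *lreB* went from 6.97 ± 0.71 to 3.48 ± 0.39 CPM, *fphA* (AN9008) had a log2 fold change of -0.54, and *lreA* (AN3435) one of -0.23 (adjusted p = 0.0251). *brlA* (AN0973) went from 16.6 ± 1.60 CPM in WT to 1.58 ± 0.67 CPM in the libraries labelled Δ*veA* and 1.16 ± 0.36 CPM in those labelled Δ*laeA*. Its log2 fold change was -3.41 (standard error 0.18, adjusted p = 1.21e-17) and -3.84, from 17 to 47 counts in each mutant library. These are cells of the vegetative stage.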

VeA is known to positively regulate sexual development in that the deletion of *veA* resulted in the absence of cleistothecia formation, even under sexual development-promoting conditions, while the overexpression of *veA* led to opposite phenotypes (25). The deletion of *velC*, one of the *velvet* family genes, resulted in reduced production of sexual fruiting bodies (cleistothecia), whereas the overexpression of *velC* led to enhanced formation of cleistothecia (4). The *steA* null mutant exhibited the complete absence of cleistothecium production (26). The *esdC* (early sexual development) gene is necessary for proper sexual fruiting body formation; however, its overexpression did not enhance this process. Throughout developmental stages, VeA is known to positively regulate the expression of *esdC* (27). 

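*esdC* was counted at 1866 ± 24.85 CPM in WT, 70.6 ± 4.00 CPM in the libraries labelled Δ*veA* and 342 ± 12.9 CPM in those labelled Δ*laeA* (SD, n = 3). Its log2 fold change was -4.72 in Δ*veA* (standard error 0.054, adjusted p = 3.07e-36 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.45 in Δ*laeA* (standard error 0.048, adjusted p = 1.07e-29). With each library left out in turn, these values stayed between -4.79 and -4.69 and between -2.48 and -2.42. *veA* itself was counted above WT in the libraries labelled Δ*veA*. Binding to the promoter was not analysed here.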

In this study, we found that both VeA and LaeA bind to the promoter regions of the *esdC* gene, and its expression level is significantly downregulated in both Δ*veA* and Δ*laeA*. 

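*steA* (AN2290) had 136 ± 9.97 CPM in WT and 65.8 ± 3.47 CPM in the libraries labelled Δ*veA* (SD, n = 3), a log2 fold change of -1.04 (standard error 0.061, adjusted p = 8.70e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without WT replicate 1, the highest of the WT libraries, the log2 fold change was -0.98 and no longer past 2-fold. It had 76.0 ± 4.95 CPM in the libraries labelled Δ*laeA*. *velC* was not analysed here.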

Along with the roles of these genes, the expressions of *velC*, *steA*, and *esdC* were all downregulated in the Δ*veA* Vege, implying that VeA activates sexual development by positively regulating key genes responsible for the sexual structure formation in A. nidulans. Moreover, the *kapA*, *velB*, and *laeA* genes appeared in the core section of the VeA GRN. KapA is the importin-α, which mediates the nuclear import pathway of the VeA/VelB heterodimer (10). Once the VeA/VelB complex enters the nucleus, VeA interacts with the nuclear protein LaeA, forming the VelB/VeA/LaeA heterotrimeric complex in the dark; this complex plays crucial roles in sexual development and secondary metabolism (11). Similarly, MpkB, a mitogen-activated protein kinase, affects diverse biological processes: germination and conidiation through regulating the expression of *vosA* and *brlA* as well as secondary metabolism through controlling the expression of *laeA* and secondary metabolism gene clusters, including *aflR* and *tdiB* (28, 29). 

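Of the primary metabolism genes in the VeA core section, *gpdA* (AN8041) was a DEG in the libraries labelled Δ*veA*, with 3247 ± 77.2 CPM in WT and 7956 ± 378 CPM in the mutant (SD, n = 3). Its log2 fold change was 1.29 (standard error 0.044, adjusted p = 4.33e-23 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *metG* had a log2 fold change of 0.77, *glnA* (AN4159) of 0.43, *areA* (AN8667) of -0.39 and *orlA* (AN3441) of -0.35, each past the adjusted p and below 2-fold. *treA* (AN9340) had 93.1 ± 5.15 CPM in WT and 87.7 ± 5.21 CPM in the mutant, a difference within the spread of the replicates (adjusted p = 0.203 from the same test). The genes *tpsA*, *treB* and *nmrA* were not analysed here.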

Interestingly, a large portion of the core network was composed of primary metabolism-related genes: gluconeogenesis/glycolysis (*gpdA*), trehalose metabolism (*tpsA*, *treA*, *treB*, *orlA*), amino acid metabolism (*metG*, *glnA*), and nitrogen metabolism (*areA*, *nmrA*). Among these genes, *areA* encodes a GATA-type TF, which activates expression of genes necessary for nitrogen acquisition. These results suggest that VeA affects a broad spectrum of primary metabolic processes. The *hogA* gene encodes a mitogen-activated protein kinase, which plays a vital role in the high-osmolarity glycerol (HOG) response MAPK signaling pathway. In response to fludioxonil and osmotic stress, HogA activates the expression of the *atfA* gene encoding a bZip-type TF, which in turn alters the expression of numerous downstream genes involved in osmotic stress and fludioxonil responses (30). Taken together, the network analysis of the VeA-mediated GRN demonstrates that VeA governs Aspergillus biology by directly regulating specific key genes of conidiation, sexual development, primary metabolism, and secondary metabolism.

In the core section of LaeA-mediated GRN (Fig. 5), the *trxA* gene encodes thioredoxin A containing a thioredoxin active site motif (WCGPC). By working together with the thioredoxin reductase (TrxR), thioredoxin A plays a significant role in redox regulation. These thioredoxin systems not only coordinate protein disulfide reduction, sulfur assimilation, detoxification of reactive oxygen species, and redox regulation of enzymes but also affect growth and development of A. nidulans (31). The StuA (stunted locus A) is a TF classified as a spatial modifier of conidiophore morphogenesis. The deletion of *stuA* resulted in the production of greatly shortened conidiophores, with a lack of normal metulae and phialides (32). The effect of StuA in secondary metabolism of A. nidulans has not been characterized yet, but in other Aspergillus species, including A. fumigatus, the StuA orthologs regulate the expression of secondary metabolite biosynthetic genes, implying a possible role of StuA in the regulation of A. nidulans secondary metabolism (reviewed in reference 33). The *imeB* gene encodes a protein kinase necessary for light-mediated inhibition of sexual development and mycotoxin production. The *imeB* null mutant exhibited reduced growth but greatly enhanced production of fertile cleistothecia under the light condition, where the sexual development usually does not take place. Moreover, ImeB is required for the proper expression of the ST biosynthetic gene cluster (34). In addition to the genes involved in Aspergillus development, several genes associated with primary and secondary metabolism are found in the LaeA core network: *gpdA* (gluconeogenesis/glycolysis), *niiA* (nitrogen utilization), *afoA* (asperfuranone), *ausA* (austinol/dehydroaustinol), *aatA* (penicillin), and *tdiB* (asterriquinone). Furthermore, some genes that function at the upstream level of diverse biological processes, such as *hogA*, *pkaR*, *nkuA*, and AN0091 (an ortholog of Saccharomyces cerevisiae DOT1), are found. HogA and PkaR are critical components of HOG MAPK and the PKA pathway, respectively. NkuA is the homolog of the human KU70 essential for DNA nonhomologous end-joining during double-strand break repair. As the deletion of *nkuA* drastically reduces the frequency of nonhomologous integration of designated DNA fragments during fungal transformation, it is widely used for gene-targeting techniques (35). The function of AN0091 has not been identified in A. nidulans yet, but Liang et al. (36) revealed that the DOT1 ortholog in A. flavus has a H3K79-specific histone methyltransferase activity that plays a vital role in heterochromatin formation, which in turn affects development, AF production, and virulence. 

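Of the LaeA core genes that act upstream, *imeB* (AN6243) had 88.2 ± 2.74 CPM in WT and 156 ± 8.765 CPM in the libraries labelled Δ*laeA* (SD, n = 3), a log2 fold change of 0.82 (standard error 0.056, adjusted p = 7.99e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). AN0091 had 70.3 ± 2.88 CPM in WT and 105 ± 5.64 CPM in these libraries, a log2 fold change of 0.58. Both changes were larger than the spread between replicates and below 2-fold. *velB* (AN0363) had a log2 fold change of 0.46, and *pacC* (AN2855) had -0.06 (adjusted p = 0.3155). With library totals alone, *velB* had 0.14 (adjusted p = 0.07375 from the same test) and *pacC* had -0.38 (adjusted p = 7.555e-08). The genes *afoA*, *ausA*, *tdiB* and *nkuA* were not analysed here.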

Taken together, these results demonstrate that LaeA directly controls the expression of upstream genes in development, metabolism, and general transcription regulation in A. nidulans.

These GRN analyses may provide possible explanations at the genetic level for the previous cellular and chemical phenotypic alterations that occurred by the deletion or overexpression of *veA* and *laeA* genes in A. nidulans. For example, Δ*veA* mutants displayed repressed transcription of the ST-specific regulatory gene *aflR* and significantly decreased ST production regardless of the presence of light (11, 37). In this study, we found that the expression of 8 genes, including *aflR*, that make up the ST biosynthetic gene cluster, was significantly downregulated in Δ*veA*, being consistent with the previous findings. In addition, the core sections shed light on the regulatory roles of VeA and LaeA in primary metabolism, which have not been thoroughly investigated yet. 

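AN5199 had 27.45 ± 1.27 CPM in WT, 69.6 ± 1.73 CPM in the libraries labelled Δ*veA* and 43.2 ± 0.15 CPM in those labelled Δ*laeA* (SD, n = 3). Its log2 fold change was 1.34 in Δ*veA* (standard error 0.064, adjusted p = 3.28e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.66 in Δ*laeA* (adjusted p = 1.34e-10), and it was a DEG in Δ*veA*. AN5055 had 34.6 ± 2.11, 31.3 ± 1.32 and 40.8 ± 1.21 CPM in the same order. Its log2 fold change was -0.14 in Δ*veA* (adjusted p = 0.0658) and 0.25 in Δ*laeA* (adjusted p = 0.00265). The latter sign depended on the scaling, with -0.078 when library totals alone were used.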

Although most genes associated with primary metabolism in the core sections are well characterized, AN5055 and AN5199 are not functionally characterized yet even though they seem to play an important role in both VeA- and LaeA-mediated GRNs. Both AN5055 and AN5199 are predicted to encode methionine aminopeptidases showing 66% and 69% amino acid (aa) similarity, respectively, to human methionine aminopeptidase 1 (MetAP1). While they share 73% similarity with S. cerevisiae MAP1, they are different from MetAP2 and MAP2. Methionine aminopeptidases cleave the initiator methionine residue from newly synthesized proteins and thus are essential components of the N-terminal methionine excision pathway. This posttranslational modification is known as an essential process conserved from eubacteria to higher eukaryotes. In yeast, the deletion of both *MAP1* and *MAP2* is lethal, while the *Δmap1* single mutant exhibits greatly reduced growth, and the *Δmap2* mutant displays no distinct phenotypes (reviewed in reference 38). By using the protein–protein Basic Local Alignment Search Tool (BLAST) at the NCBI website (http://www.ncbi.nlm.nih.gov/blast), we have found that orthologs of AN5055 and AN5199 are present in 71 and 78 Aspergillus species, with over 59.84% and 67.52% aa identity, respectively, suggesting a conserved and potentially important role of these proteins in aspergilli. Given the foreseen crucial role and prevalence of AN5055 and AN5199 in Aspergillus species and other fungi such as S. cerevisiae (data not shown), understanding their actual functions in Aspergillus development and metabolism will improve our knowledge of fungal biology.

In conclusion, this study unravels the VeA- and LaeA-mediated GRNs and elucidates genome-wide regulatory mechanisms of these global regulators, thereby advancing the knowledge of fungal biology and genetics.

## MATERIALS AND METHODS

### Aspergillus strains and culture conditions.

Aspergillus strains used in this study are listed in Table S3. The fungal strains were inoculated into liquid or solid 1% glucose minimal medium (GMM) with appropriate supplements and incubated at 37°C. To obtain the conidia sample, approximately 10^5^ spores were spread onto solid GMM and incubated at 37°C for 2 days. The conidia were collected in phosphate-buffered saline (PBS) and counted using a hemocytometer. To collect vegetatively growing cells (Vege), 5 × 10^5^ conidia/mL were inoculated into 100 mL liquid GMM and incubated at 37°C, 220 rpm in the dark. To obtain asexually and sexually developing cells, induction of asexual development or sexual development was carried out as previously described (39). Samples were collected at designated time points.

### Construction of *veA*::FLAG and *laeA*::FLAG strains.

Sexual crosses of A. nidulans strains were conducted as described in Pontecorvo et al. (40). *laeA*::FLAG (TJW143) and *veA*::FLAG (TJW191) strains were generated using TNO2A7 and RJMP1.31 by inserting 3× FLAG-Afribo at the C terminus *laeA* and *veA* ORF (open reading frame) using modified double-joint (DJ) PCR, respectively (41). The *laeA*::FLAG and *veA*::FLAG transformants were confirmed by PCR and Southern blot (data not shown). Then, TJW143.2 (*laeA*::FLAG) and TJW191.2 (*veA*::FLAG) strains were sexually crossed with RDIT2.1 and RTMH207.13 to obtain RJW302.11 and RJW324.3 strains, respectively. The recombinants were confirmed by Southern blotting (Fig. S2) and Western blot (Fig. S3). Primers used in this study are listed in Table S4.

### Nucleic acid isolation and manipulation.

The oligonucleotides used in this study are listed in Table S4. Genomic DNA isolation was carried out as described in Lee et al. (42). A loopful of conidia (103 to 104/loop) from a solid culture were inoculated into 10 mL of liquid GMM on a sterile plate and incubated at 37°C for 12 to 15 h. Then, semitransparent mycelial mat was collected, squeeze-dried, and freeze-dried. Freeze-dried fungal tissues were ground by using a motor-spatula tool until they turned into a fine powder, and high-quality genomic DNA was isolated. Genomic DNA and total RNA isolation were carried out as previously described (39, 43).

### Protein extraction and Western blot analysis.

Western blot analyses of VeA and LaeA were performed as described in Jeong and Yu (44). Briefly, 2-day-old conidia (2 × 10^8^), vegetatively grown cells (6, 12, 24, 48 h), asexually developing cells (12, 24, 48 h), and sexually developing cells (12, 24, 48 h) were collected and resuspended in the lysis buffer containing a 1× protease inhibitor cocktail. Then, samples were homogenized by a mini-beadbeater with 0.5 mm zirconia/silica beads. Protein concentrations were measured by the Bio-Rad Protein Assay (Bio-Rad). Approximately 15 μg of total proteins per lane were separated on 4 to 12% gradient SDS-PAGE (Bio-Rad) gel and transferred onto immobilon-P PVDF membrane (Millipore). The membrane was blocked with a blocking buffer, incubated with the monoclonal anti-FLAG antibody produced in mice (clone M2, Sigma-Aldrich), and then incubated with HRP-conjugated anti-mouse IgG (Millipore). The membrane was developed using Amersham enhanced chemiluminescence detection reagents (GE Healthcare).

### RNA sequencing analysis.

Total RNA samples were submitted to the Novogene company (Beijing, China) for sample quality check, library preparation, and mRNA sequencing. The quality of total RNA was validated thoroughly in multiple experimental confirmations using 1% agarose gel electrophoresis, Qubit 3.0 fluorometer (Thermo Fisher), and Agilent 2100 Bioanalyzer. During this step, RNA concentration (≥20 ng/μL), purity (OD260/280 > 2.0), and integrating number (RIN ≥ 6.3) were verified to proceed to the library preparation. A strand-specific library was prepared using an Illumina TruSeq strand-specific RNA sample preparation system. The DNA library of 250 to 300 bp insert size was constructed and sequenced using an Illumina NovaSeq 6000 platform with a 150-bp paired-end sequencing strategy. Over 3.3 × 10^7^ high-quality reads with 5 × 10^9^ clean bases and less than 0.03% base error rate for all samples were achieved. The genome and gene annotations were downloaded from NCBI (https://www.ncbi.nlm.nih.gov/search/all/?term=GCF_000149205.2+).

Mapping of the clean reads to the genome was carried out using Hisat2 version 2.1 (45). Over 84.9% of total reads were mapped to the genome. Gene expression level was processed using FeatureCounts version 1.5.0 (46) and quantified as FPKM values covering all genes in each sample. For the differential expression analysis, DESeq2 version 1.6.3 (47) was used to determine significantly differentially expressed genes. Briefly, genes were considered DEGs when they exhibited an adjusted *P* value of < 0.05 and more than 2-fold changes of increase or decrease. The default parameter settings were used for programs unless indicated specifically.

### Chromatin immunoprecipitation sequencing analysis.

To collect samples for ChIP-seq analysis, vegetatively grown cells (24 h) of RDIT9.32, RJW324.3, and RJW302.11 were cross-linked with 1% formaldehyde, resuspended in lysis buffer, and homogenized by a mini-beadbeater with 0.5 mm zirconia/silica beads. The lysates were then sonicated for five to seven cycles (60 s on, 60 s off) with a sonicator to achieve 150- to 200-bp size DNA fragments (44). After centrifugation, the lysates were diluted in the ChIP dilution buffer and applied for ChIP assays using the MAGnify Chromatin Immunoprecipitation System (Invitrogen) following the manufacturer’s instruction with a modest modification. The diluted chromatin extracts were incubated with 1 μg of mouse monoclonal anti-FLAG antibody (Sigma-Aldrich). As negative controls, the chromatin extracts were reacted with 1 μg of anti-rabbit IgG. Initial input DNAs before immunoprecipitation were used as positive controls. The enriched DNA fragments were retrieved and used as a template for ChIP-seq.

ChIP DNA samples were sent to ProteinCT (Madison, WI) for library preparation and sequencing. DNA libraries were prepared using the TruSeq ChIP Library Preparation kit (Illumina) and sequenced using an Illumina HiSeq2500 platform. More than 8 million reads per sample were achieved. The read sequences were mapped to the genome using bowties2 (48), and Homer (version 4.11) (49) was utilized to call peaks. To make peak calls, high sensitivity settings were used: more than 2-fold changes and a *P* value less than 0.001. Identification of VeA and LaeA direct targets was done by selecting genes, in which peaks are found in their promoter regions within the 1.5-kb upstream range from the translation start site (TSS). The response elements of VeA and LaeA were determined using the Homer *de novo* motif enrichment. To figure out the overlapping peaks between VeA and LaeA ChIP-seq data, the “merge peaks” function of Homer was used. Overlapping peaks were determined when the centers of VeA- and LaeA-associated peaks were located within 100 bp. Then, the overlapping peaks were analyzed using the Homer *de novo* motif enrichment to predict the VeA/LaeA common response elements.

### Functional enrichment analysis.

Gene ontology enriched terms were identified using the tools available at FungiDB (50). The parameters used in this study were biological process for the ontology, no limit to GO Slim terms, and a 0.05 *P* value for the cutoff. Then enriched terms were sorted by *P* values in ascending order.

### Gene regulatory network analysis.

We defined VeA- and LaeA-mediated GRNs as a protein–protein interaction network (PPIN), which consists of VeA or LaeA, its direct targets identified by overlapping ChIP-seq and RNA-seq analyses, and its putative direct target genes identified from ChIP-seq exclusively. The known PPI information of A. nidulans was obtained from the gene network database STRING (version 11.5) (51), by matching the protein ID and gene ID using the “protein.aliases” table provided by the database. We selected out edges provided by the PPI database with a threshold for confidence score of 150 and having both nodes belonging to the direct and/or putative direct target genes. These nodes and edges were used to construct a GRN. To investigate the core sections of the GRNs, we analyzed GRNs by applying the “guilt-by-association” principle, which was fulfilled by examining the first neighbors of the gene/protein of interest in the network. For the visualization of the core sections, direct targets were presented in a rectangle shape, and putative direct targets were presented in an oval shape. Then shapes were colored based on their functional categories: vegetative growth (pale green), asexual development (green), sexual development (deep saffron), primary metabolism (blue), secondary metabolism (magenta), and transcription regulation (red). The network visualization was performed using Cytoscape software (version 3.9.1) (52).

### Data availability.

All RNA-seq and ChIP-seq data that are relevant to this study are freely available from the NCBI Gene Expression Omnibus database (GSE217820) (veA and laeA RNA-seq, accession number GSE217815; VeA and LaeA ChIP-seq, accession number GSE217819). The GRN files are available in https://drive.google.com/drive/folders/16LGmluyCBXjyfApKRMVxCQE9_hPYgxWv?usp=sharing.

# Supplementary material for: Unraveling the Gene Regulatory Networks of the Global Regulators VeA and LaeA in Aspergillus nidulans
**Source:** Microbiol Spectr. 2023 Mar 15;11(2):e00166-23. doi: 10.1128/spectrum.00166-23
**Supplement:** Supplemental file 1 — Supplemental material. Download spectrum.00166-23-s0001.docx, DOCX file, 1.5 MB

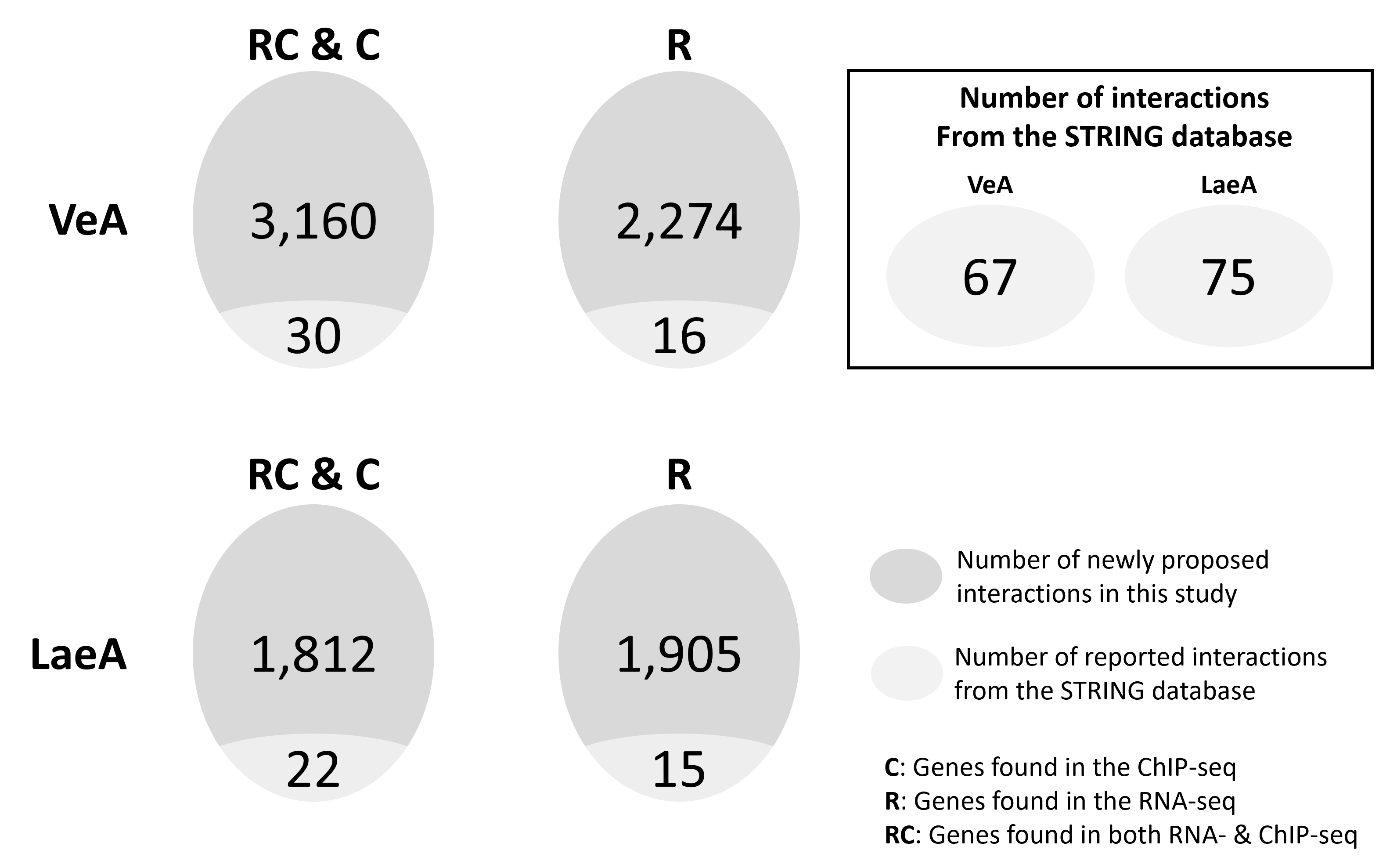
**Figure S1.** The known interactions of VeA and LaeA from the STRING database and novel interactions of VeA and LaeA proposed in this study.

**
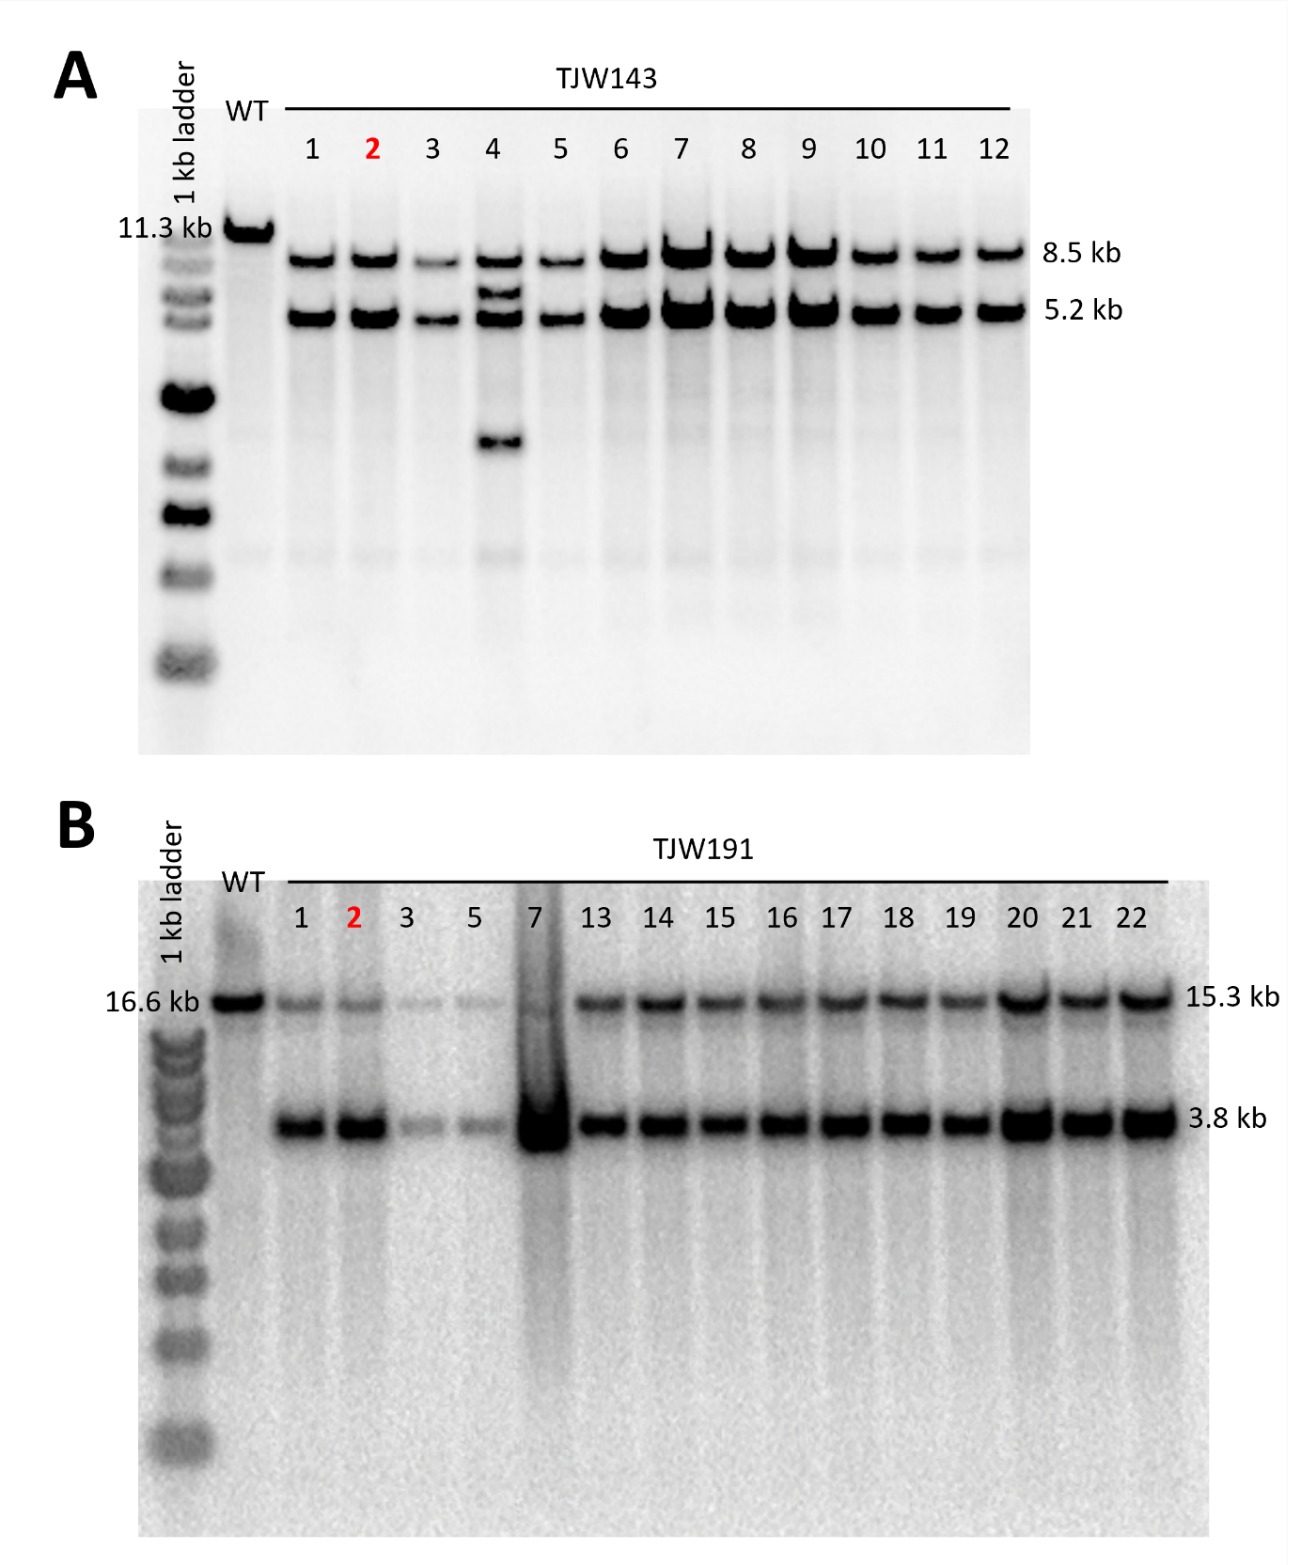
**

**Figure S2.** Southern blot confirmation of *laeA*::FLAG (A) and *veA*::FLAG (B) strains. (A) Genomic DNA was digested by *Eco*RI. Wild type (WT, 11.3 kb), and *laeA*::FLAG (5.2 and 8.5 kb). TJW143.2 was chosen for the subsequent experiment. (B) Genomic DNA was digested by *Xba*I. Wild type (WT, 16.6 kb), and *veA*::FLAG (3.8 and 15.3 kb). TJW191.2 was chosen for the subsequent experiment.

**
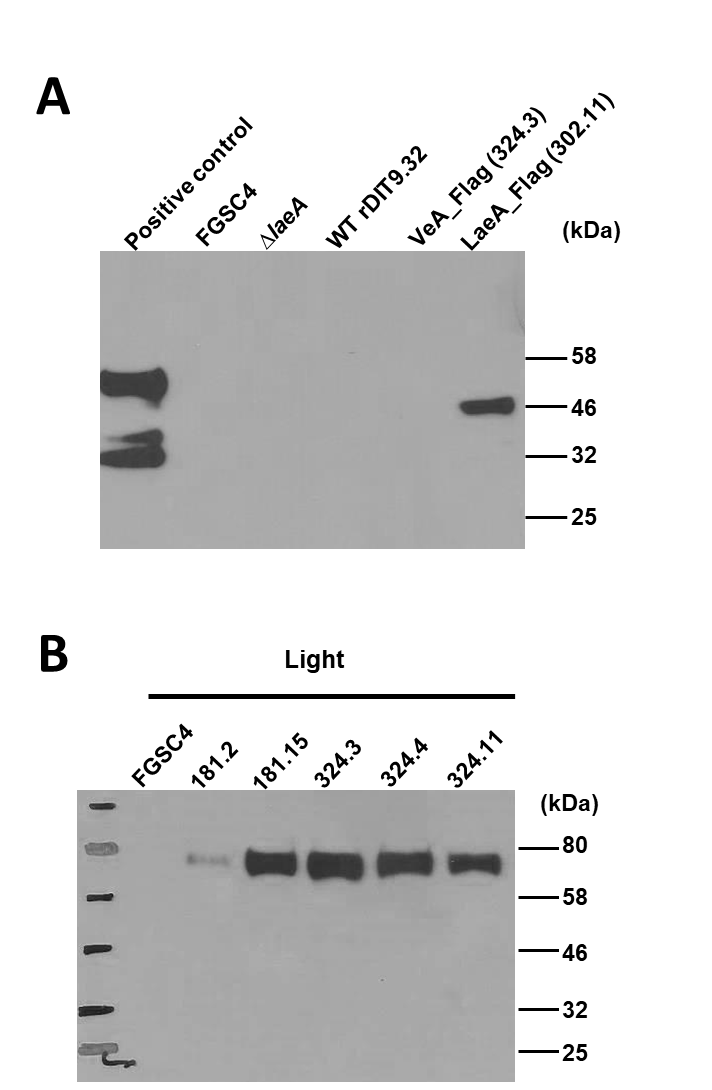
**

**Figure S3.** Western blot confirmation of *laeA*::FLAG and *veA*::FLAG strains. (A) Western blot analysis for LaeA using anti-FLAG antibody in *C’laeA* (RJW302.11) strains. A strain expressing FLAG tag-fused proteins was used as a positive control. Strains were cultured on solid GMM at 30 °C for 2 days and conidia samples were subjected to the blotting. The predicted molecular weight of LaeA::3xFLAG is 45.96 kDa (B) Western blot analysis for VeA using anti-FLAG antibody in C’*veA* (RJW324.3) strains. Strains were cultured on liquid GMM at 30 °C for 2 days. The predicted molecular weight of VeA::3xFLAG is 62.32 kDa.

| **Table S1.** Functional enrichment analyses on DEGs in ∆*veA* and ∆*laeA* Vege   \| **DEGs in ∆*veA* Vege** \| **DEGs in ∆*laeA* Vege** \| \| --- \| --- \| \| ***Biological processes associated with up-regulated genes in ∆veA (1,274) or ∆laeA (928)*** \| \| \| translation \| transmembrane transport \| \| peptide metabolic process \| secondary metabolic process \| \| amide metabolic process \| xenobiotic transmembrane transport \| \| organonitrogen compound metabolic process \| amide transport \| \| cellular nitrogen compound biosynthetic process \| reactive nitrogen species metabolic process \| \| organic substance biosynthetic process \| methionine biosynthetic process \| \| alpha-amino acid biosynthetic process \| nitrogen cycle metabolic process \| \| cellular amino acid metabolic process \| carbohydrate transmembrane transport \| \| ***Biological processes associated with down-regulated genes in ∆veA (1,994) or ∆laeA (1,410)*** \| \| \| secondary metabolic process \| secondary metabolic process \| \| phenol-containing compound metabolic process \| phenol-containing compound metabolic process \| \| organic heteropentacyclic compound metabolic process \| monodictyphenone metabolic process \| \| benzene-containing compound metabolic process \| benzene-containing compound metabolic process \| \| monodictyphenone metabolic process \| alkaloid metabolic process \| \| melanin metabolic process \| acetate metabolic process \| \| toxin metabolic process \| ketone metabolic process \| \| aflatoxin metabolic process \| austinol metabolic process \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

| **Table S2.** Functional enrichment analyses on VeA and/or LaeA direct target genes   \| **VeA direct targets** \| **LaeA direct targets** \| **VeA/LaeA common targets** \| \| --- \| --- \| --- \| \| ***Biological processes up-regulated in ∆veA (417), ∆laeA (176), or both Vege (63)*** \| \| \| \| translation \| cellular response to stressors \| cellular response to stressors \| \| organonitrogen compound metabolic process \| carbohydrate transmembrane transport \| purine-containing compound metabolic process \| \| peptide metabolic process \| methionine biosynthetic process \| regulation of defense response \| \| amide metabolic process \| NADH regeneration \| modulation by symbiont of host defense response \| \| cellular nitrogen compound metabolic process \| canonical glycolysis \| adhesion of symbiont to host \| \| cellular biosynthetic process \| adhesion of symbiont to host \| generation of precursor metabolites and energy \| \| ***Biological processes down-regulated in ∆veA (561), ∆laeA (242), or both Vege (103)*** \| \| \| \| glycogen metabolic process \| regulation of cell differentiation \| syncytium formation \| \| glucan metabolic process \| syncytium formation \| cell-cell fusion \| \| syncytium formation \| regulation of sexual sporulation \| regulation of cell differentiation \| \| cleistothecium formation \| regulation of asexual sporulation \| glycogen metabolic process \| \| polysaccharide biosynthetic process \| anatomical structure formation involved in morphogenesis \| manganese ion homeostasis \| \| transmembrane transport \| cell-cell fusion \| production of siRNA involved in RNA interference \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

| **Table S3.** *Aspergillus* strains used in this study   \| **Strain name** \| **Relevant genotype** \| **Reference** \| \| --- \| --- \| --- \| \| RDIT9.32 \| *A. nidulans* wild type \| [1] \| \| TNO2A7 \| *pyroA4, riboB2, nku70, veA1* \| [2] \| \| RDIT2.1 \| *metG1* \| [2] \| \| RTMH207.13 \| *pyrG89, veA1* \| [2] \| \| TJW143.2 \| *laeA::*FLAG*::AfriboB, pyroA4, nku70, veA1* \| this study \| \| TJW191.2 \| *veA::*FLAG*::AfriboB, pyroA4, nku70* \| this study \| \| RJW112.2 \| *∆veA::argB* \| [3] \| \| RJW41.A \| *methG1; ∆laeA::methG; veA* \| [3] \| \| RJW324.3 \| *veA::*FLAG*::AfriboB* \| this study \| \| RJW302.11 \| *laeA::*FLAG*::AfriboB, veA* \| this study \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

| **Table S4.** Oligonucleotides used in this study   \| Primer Name \| Sequence (5’ → 3’) \| Purpose \| \| --- \| --- \| --- \| \| laeAFlag5F \| AGTCCATCACTGAACGAGAGCC \| LaeA::FLAG tag \| \| laeAFlag5R \| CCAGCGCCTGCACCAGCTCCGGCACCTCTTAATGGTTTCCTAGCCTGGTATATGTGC \| LaeA::FLAG tag \| \| FlagF \| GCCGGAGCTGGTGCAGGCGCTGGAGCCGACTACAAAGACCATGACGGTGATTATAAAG \| LaeA::FLAG tag \| \| FlagjointR \| AAGGGCGAATTCCAGCACACTGG \| LaeA::FLAG tag \| \| FlagriboF \| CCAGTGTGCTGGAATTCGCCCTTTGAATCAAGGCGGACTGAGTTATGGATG \| LaeA::FLAG tag \| \| FlagriboR \| TGCCACTCAACGCCATTGACTCAG \| LaeA::FLAG tag \| \| laeAFlag3F \| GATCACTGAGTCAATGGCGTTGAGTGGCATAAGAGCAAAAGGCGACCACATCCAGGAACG \| LaeA::FLAG tag \| \| laeAFlag3R \| TGGTGATGGTGAGAAGGATGGG \| LaeA::FLAG tag \| \| laeAFlagconfF \| TTCCTTCCACTGTTCCACTCGG \| LaeA::FLAG tag \| \| flagconfR \| TTTGTCAGGCCTGACGTGATCC \| LaeA::FLAG tag \| \| veAFlag5F \| ACATGGACCCGTACTCCTATCC \| VeA::FLAG tag \| \| veAFlag5R \| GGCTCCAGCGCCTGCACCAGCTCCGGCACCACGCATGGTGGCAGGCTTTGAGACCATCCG \| VeA::FLAG tag \| \| veAFlag3F \| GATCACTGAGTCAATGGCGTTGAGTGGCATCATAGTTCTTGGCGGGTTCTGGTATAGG \| VeA::FLAG tag \| \| veAFlag3R \| TCGTTTCGAAGTTGCGCAAGGG \| VeA::FLAG tag \| \| veAFlagconfF \| GAATTCTTGGAGTTCCGGCTGG \| VeA::FLAG tag \| |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

**References**

1. Tsitsigiannis DI, Kowieski TM, Zarnowski R, Keller NP. 2004. Endogenous lipogenic regulators of spore balance in *Aspergillus nidulans*. Eukaryot Cell 3:1398–1411. https://doi.org/10.1128/EC.3.6.1398-1411.2004.
2. Bok JW, Soukup AA, Chadwick E, Chiang YM, Wang CC, Keller NP. 2013. VeA and MvlA repression of the cryptic orsellinic acid gene cluster in *Aspergillus nidulans* involves histone 3 acetylation. Mol Microbiol 89:963–974. https://doi.org/10.1111/mmi.12326.
3. Bayram O, Krappmann S, Ni M, Bok JW, Helmstaedt K, Valerius O, Braus-Stromeyer S, Kwon NJ, Keller NP, Yu JH, Braus GH. 2008. VelB/VeA/LaeA complex coordinates light signal with fungal development and secondary metabolism. Science 320:1504–1506. https://doi.org/10.1126/science.1155888.

How the deposited data were processed for this re-analysis (not part of the article)

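RNA was sequenced from Vege of WT, Δ*veA* and Δ*laeA* strains grown for 24 h at 37 °C in the dark, with 3 libraries per strain. The authors mapped the clean reads with Hisat2, counted reads per gene with FeatureCounts and deposited the read counts without normalization. The unit of every value in these files is therefore the count of reads on a gene. The paper cites a RefSeq genome record for the annotation, and the strand setting of the counting is not named in its text. The 9 files of single libraries were checked against the table of all libraries and equal its columns, with 10988 rows each. The gene identifiers repeat in 31 rows, of which 30 had no read in any library, and these rows were kept apart. Of the rows, 10779 have an AN identifier and 208 a tRNA name, and 264 had no read. Counts on genes ranged from 13396869 to 35755046 per library, with a median of 20346515. The limit that a count of 0 allows was set at 3 counts per library. Intervals and limits cover counting error only.

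Samples were grouped by genotype as the labels and the methods give it. The counts of *veA* go against the label of the Δ*veA* libraries, so these are called the libraries labelled Δ*veA*. Replicate numbers were not taken as pairs in the model. Normalization used the TMM method and filterByExpr of edgeR 4.0.16 in R 4.3.3. The test was edgeR's quasi-likelihood test with robust dispersions in 1 model of all 9 libraries, with Benjamini-Hochberg adjustment over the 9481 genes tested. A DEG had an adjusted p under 0.05 and more than 2-fold change, which are the paper's thresholds. Both mutants were compared with WT and with each other. Standard errors of the log2 fold changes were taken from the F statistic of this test. The procedure was tested on simulated data, in which 150 of 150 genes changed by more than 2-fold and 0 of 9108 unchanged genes were called. The planted changes were few, balanced between rises and falls and in well-counted genes, with noise drawn from the fitted model. The simulation therefore does not cover many changes that lean to 1 side, or genes with few counts.

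Gene symbols came from the RefSeq table of assembly ASM1142v1, which is not the record the paper cites, so it was used for names and for the order of neighbouring genes, and no coordinate is given. Of the rows, 10029 matched a locus tag of this table and 778 carried a symbol. The genes named are every gene of the paper's text, Figs. 4 to 6 or Table S3 that was found by name and, for each mutant, the 3 with the largest rise and the 3 with the largest fall among DEGs with a mean of at least 50 CPM in the higher group and no overlap of libraries between groups. Outside this rule are AN10160 and AN1053, the genes next to *veA*, the genes at the ends of the longest runs of DEGs, AN10044, and members of the gene sets. The product names needed for sets of ribosomal proteins, translation factors, cytochromes, synthases and transporters were not used here. In their place, sets were formed from RefSeq symbols after the counts were in hand and before any test. They cover ribosomal proteins, translation initiation factors, ribosome biogenesis, amino acid biosynthesis, secondary metabolism, siderophores, ergosterol, the proteasome and nitrate assimilation. The conidiation genes and the strain markers were set earlier. Each set was tested for DEGs in each direction by a 1-sided Fisher's exact test, with camera and fry of limma 3.58.1 beside it. The sets of translation initiation factors and of the proteasome had an adjusted p of 1.0 in both directions and both mutants (Fisher's exact test). Of 26 ribosome biogenesis genes, 6 were DEGs that rose in Δ*veA* (adjusted p = 0.514, Fisher's exact test) and 1 was a DEG that fell in Δ*laeA*. In Δ*veA*, 25 of these 26 genes were higher than in WT, with a median log2 fold change of 0.79. All 5 initiation factors (median 0.69) and all 16 proteasome genes (0.40) were higher there too. In Δ*laeA* the numbers were 13, 4 and 14. With library totals alone they were 24, 5 and 14 in Δ*veA* and 1, 1 and 3 in Δ*laeA*. Of the 5 strain markers, 2 were DEGs that rose in Δ*veA* and 1 in Δ*laeA*.

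Alternatives to these choices were DESeq2 1.42.0 with its current defaults and with a prior on the fold changes, RLE factors, library totals alone, no filter, at least 10 counts in every library, only the groups compared, replicate number as a block, no fold-change minimum, the glmTreat test, each library left out in turn and, for the sets, camera, fry and another background. Positions of DEGs were compared with 1000 permutations of gene order. Shared WT libraries were studied in 20 simulated pairs of comparisons. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The sterigmatocystin cluster, the GO terms, promoter binding and the protein networks were not analysed here, and neither were *velC*, *hogA*, *tdiB*, *pkaR*, *aatA*, *trxA*, *ausA*, *afoA*, *nkuA*, *tpsA*, *treB* and *nmrA*.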

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

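The tests of *argB* and of library totals in this part were chosen after the results were seen.

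Counts of *veA* were higher in the libraries labelled Δ*veA* than in WT, with a log2 fold change of 2.84, although the paper names the strain a null mutant. This signal stands out because the paper does not report on it. Libraries of WT or Δ*laeA* under another name are argued against by *argB*, the marker at the deleted locus in Table S3, which had a log2 fold change of 2.495 against WT in the same libraries. Another strain that carries *argB* was not tested. Normalization is argued against as well, since the log2 fold change of *veA* was 2.58 with library totals alone. An extra copy of the chromosome segment around *veA* would raise its neighbours, and the 20 nearest tested genes had a median log2 fold change of 0.011. Reads from a part of *veA* left by the deletion, or read-through from the inserted marker, remain open. AN10160, the next gene on the side of *veA* away from AN1053, had a log2 fold change of -1.24, and gene counts hold no positions within a gene, so that these sources cannot be told apart from transcription of the whole gene. A raised count from a left part is therefore a candidate explanation that these counts do not decide. That the mutation changes transcription at this locus stays open too, untested.

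The *argB* rise of 2.495 itself lies outside the genes the paper discusses. Table S3 gives the Δ*veA* strain an *argB* marker, and the rise was 2.234 with library totals alone. The paper's text does not give the number of *argB* copies in this strain, and a rise through the marker is one candidate source, untested. The log2 fold change of *pyroA* (AN7725) in the libraries labelled Δ*veA* was 1.71, and 1.45 with library totals alone. Table S3 lists no *pyroA* marker for the strain, and no biological explanation was tested.

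The rises listed here were the largest among DEGs of at least 50 CPM in the higher group without overlap of libraries between groups. They were in genes the paper does not discuss. In the libraries labelled Δ*veA* the log2 fold change was 10.14 for AN1567, 9.505 for AN11468 and 7.57 for AN8609. AN1567 and AN11468 had 1 to 8 counts in each WT library, so that the size of these rises depends on few WT reads, and that of AN11468 ranged from 8.99 to 10.47 with each library left out in turn, the highest without WT replicate 1. In the libraries labelled Δ*laeA* it was 5.47 for AN5467, 4.055 for AN11948 and 4.04 for AN2596. A few genes taking more of the counts do not explain these rises, as the smallest of the 6 was 3.72 with library totals alone. AN8609 rose in Δ*veA* and not in Δ*laeA*, with a log2 difference between the mutants of 8.05 (adjusted p = 4.09e-33 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AN11948 differed the other way, by -3.68 (adjusted p = 6.02e-27). An effect of genotype stays open, as do differences between the strains at other loci, which were not tested.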

How the results depend on the processing

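The alternatives were chosen before the data were examined, and no other was added. The numbers of DEGs in both mutants stayed within 1.5 times their values under 9 of 10 alternatives, with 3281 and 2383 for DESeq2 and 3279 and 2349 for DESeq2 with a prior on the fold changes. The fall of the secondary metabolism genes in Δ*laeA* stayed past the adjusted p under all 14 alternatives, camera and fry among them (3.57e-09, from fry, to 0.03135). The changes of *veA* (2.58 to 2.81) and *laeA* (-2.95 to -2.63) kept their direction under both of their alternatives. Of 1751 values for single genes under alternatives, 14 became weaker, 13 stronger and 7 reversed.

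Without a fold-change minimum, the counts were 7601 in Δ*veA* (3806 higher, 3795 lower, 50.07% higher), 6960 in Δ*laeA* (3470 higher, 3490 lower, 49.86% higher) and 6645 between the mutants (3463 higher, 3182 lower). Then 5959 genes were shared, 86.61% in the same direction, 13 set tests passed, the nitrate set had an adjusted p of 0.0563, and 13, 7, 8 and 7 putative targets were past the threshold in the VeA, the LaeA and the common core sections (the last in Δ*veA* and Δ*laeA*). These counts follow from the dropped minimum itself.

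With library totals alone, the median log2 fold change shifted to -0.26 in Δ*veA* and -0.33 in Δ*laeA*, which moves genes from the higher to the lower side. The DEGs that rose were 824 (26.03%) and 575 (22.85%), and 95.47% of shared DEGs went the same way. The adjusted p was 1.0 for ribosomal proteins, 0.439 for amino acid biosynthesis and 0.179 for nitrate assimilation. In Δ*laeA* the sign reversed for *pyroA* (-0.056), *fluG* (-0.24), *treA* (-0.23), AN5055 (-0.078) and *lreA* (-0.21), all of them less negative than the shift. The common core section then had 2 putative targets called in Δ*laeA*, with *flbB* added at -1.001.

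With at least 10 counts in every library, which removes genes that fell to few counts, the share that rose was 43.04% in Δ*veA* and 45.2% in Δ*laeA*, the DEGs that fell in Δ*laeA* were 908, the shared DEGs 1133, and the nitrate adjusted p 0.263. The share that rose in Δ*veA* was 38.59% with DESeq2, 38.94% with RLE factors and 38.66% with glmTreat. Under glmTreat, 1139 genes differed between the mutants (390 higher), 95.49% of shared DEGs went the same way, and the adjusted p was 0.0926 for amino acid biosynthesis and 0.1555 for nitrate. With only the groups compared, the nitrate value was 0.234. The cause of these changes was not tested.

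Over all alternatives the adjusted p ranged from 2.245e-09 to 1.0 for ribosomal proteins, from 5.04e-07 to 0.439 for amino acid biosynthesis, from 1.55e-06 to 0.218 for siderophores, from 2.16e-07 to 0.0976 for secondary metabolism in Δ*veA* and from 2.16e-07 to 0.263 for nitrate. The highest of these for siderophores and for secondary metabolism came from camera with an estimated correlation, under which ribosomal proteins had 0.0572, amino acid biosynthesis 0.212 and nitrate 0.160. The lowest values came from fry for each of these sets but amino acid biosynthesis. The set tests passed were 12 with camera's preset correlation, 1 with the estimated one and 22 with fry. Camera sets the members of a set against all other genes, whereas fry tests the members alone and passed every set in both mutants, among them ribosome biogenesis in Δ*laeA*, where 13 of 26 genes were higher and the median log2 fold change was 0.0059. Neither counts DEGs.

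*lreB* was called, and the putative targets of the VeA core section were 1 instead of 0, with DESeq2, with library totals, with at least 10 counts, and with replicate number as a block. With each library left out in turn, that number ranged from 0 to 1, with 1 without WT replicate 2 and without Δ*veA* replicate 1. The siderophore adjusted p ranged from 0.0131 to 0.0543, the highest without Δ*veA* replicate 1, and the nitrate one from 0.0249 to 0.256, with 0.256 without WT replicate 2 and 0.253 without WT replicate 3. In Δ*veA* it ranged from 0.00164 to 0.0254 for amino acid biosynthesis and from 0.00803 to 0.0105 for ribosomal proteins. For secondary metabolism it ranged from 1.73e-06 to 3.32e-05 in Δ*veA* and from 3.09e-05 to 3.13e-04 in Δ*laeA*. The direct targets called in the VeA core section ranged from 4 to 6 and those of the common core section in Δ*veA* from 2 to 3, as *flbC* (-0.96) and *steA* (-0.98) missed 2-fold without WT replicate 1. The same ranges, 4 to 6 and 2 to 3, were found over the 10 alternatives that kept all libraries. In Δ*laeA*, *wetA* ranged from -0.32 to 0.0063, with the positive sign without Δ*laeA* replicate 1, and *yA* from -0.13 to 0.018, positive without Δ*laeA* replicate 3. Both changes were smaller than their standard errors (0.18 and 0.13).

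The replicate numbers did not pair the libraries. After the group means were removed, the correlations between libraries of the same number in different groups were -0.040 to 0.101, and a correlation over 0.1 in each was required. With a replicate block in the model, 3171, 2306 and 1726 genes were called in Δ*veA*, in Δ*laeA* and between the mutants, of which 3154, 2299 and 1718 are the same genes as without it. The sterigmatocystin cluster was not analysed here, so its alternatives were not run.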

Differences from the paper's values

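None of the 12 values compared with the paper's differed by more than 1.5 times. The paper names the Δ*veA* strain a null mutant, and in the libraries labelled Δ*veA* the log2 fold change of *veA* against WT was 2.84.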

Other observations

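The tests of a lost segment, and all tests of the genes at or under 3 counts in both mutants, were chosen after the results were seen.

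Both mutants shared 1710 DEGs, of which 1607 (93.98%, 95% Wilson confidence interval 92.75% to 95.01%) changed in the same direction, 533 higher and 1074 lower, while 103 changed in opposite directions. The same WT libraries serve both comparisons, which alone makes them alike. In 20 simulated pairs without any changed gene, 0 DEGs were shared (median), and 66.3% of all genes had the same sign, against 76.25% observed. In 20 simulated pairs in which the changes of Δ*laeA* were moved to other genes of like expression, the shared DEGs were 924.5 (median), and the highest share in the same direction was 61.26%. Shared libraries alone are thus argued against. A difference of the WT strain or culture that has nothing to do with either gene could give the same pattern, and cannot be told apart from effects of the mutations, since no other strain was set beside these libraries. The correlation of the log2 fold changes across genes, which are not independent replicates, was 0.7209, against a median of 0.486 (0.448 to 0.511) in the simulations without any changed gene and 0.048 (0.028 to 0.083) in those with moved changes. A joint action of both genes stays open.

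Other splits of the libraries were tried for each comparison. For Δ*veA* against WT, 1 of the 10 splits of the 6 libraries gave as many DEGs as the split by genotype, which is that split itself, and so it was for Δ*laeA* against WT (1 of 10) and between the mutants (1 of 10). The other splits gave 0 DEGs, against 3181, 2312 and 1740 for the split by genotype. At an unadjusted p under 0.05 they gave 21 to 75, 38 to 106 and 98 to 164 genes, against 7672, 7119 and 6825. With 3 libraries against 3, the share cannot be lower than 1 in 10. Each of the other splits mixes both genotypes within its groups, so that the genotype difference enters the spread the test uses. Few calls follow from that alone, and these counts give no rate of false calls.

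DEGs of the same direction lay side by side more often than permuted positions allow. Of 8923 genes placed on chromosomes by the order of assembly ASM1142v1, 375 lay in runs of at least 4 falling DEGs in Δ*veA* (70 runs, the longest of 15 genes, AN3530 to AN3515) and 201 in Δ*laeA* (40 runs, the longest of 13, AN10023 to AN10039). Rising DEGs in runs numbered 96 and 105. In 1000 permutations the highest numbers were 96, 43, 33 and 22 in the order Δ*veA* falling, Δ*laeA* falling, Δ*veA* rising and Δ*laeA* rising, and 0 draws reached the observed sum, so p = 1e-03, the smallest they can give. Lost segments as the source of all falling runs are argued against. In these runs, 63.68% of the genes in Δ*laeA*, and 70.1% in Δ*veA*, kept more than 3 counts in every library. This share pools all runs, so that a loss at any 1 of them stays open. The run AN10023 to AN10039 in Δ*laeA*, with a median log2 fold change of -7.46, was not tested on its own. For a gained segment, the highest median of 50 neighbouring genes was 1.18 in Δ*laeA* on chromosome II (quartiles 0.34 and 1.71) and 0.97 in Δ*veA* on chromosome I (-0.89 and 1.73). The former lies above a log2 change of 1 and the latter just below it. A gain and joint regulation of neighbours therefore cannot be told apart in either window. Joint regulation of gene clusters may underlie the runs, as a hypothesis.

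In all, 36 genes had at least 1 CPM in every WT library and at most 3 counts in each of the 6 mutant libraries, and 0 genes showed the reverse. Their WT mean ranged from 1.245 to 126.8 CPM, with AN10044 the highest, a gene singled out after its values were seen. Depth is argued against, since the lowest of them would have 20.1 counts in the smallest mutant library at its WT level. They lay on 7 chromosomes, 16 of them next to another and 20 alone, so that 1 lost segment is argued against too. Of the 36, 6 had no read in any mutant library. Variants of the strains at several places, or genes switched off in both mutants, are candidate explanations that cannot be told apart by counts of RNA. A further 17 genes were at this limit in Δ*veA* alone and 2 in Δ*laeA* alone.

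All 8 conidiation genes found by name were lower than in WT in the libraries of both mutants, although *wetA* (0.0063 without Δ*laeA* replicate 1) and *yA* (0.018 without Δ*laeA* replicate 3) changed sign in Δ*laeA* with 1 library left out. In Δ*veA*, *rodA* had a log2 fold change of -4.76, *wetA* of -2.88 and *ivoB* of -1.435. In Δ*laeA*, *rodA* had -4.65, *dewA* -1.83 and *abaA* -1.08, while *wetA* (adjusted p = 0.532) and *yA* (adjusted p = 0.648) were not past edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *dewA* had 0 to 35 counts per library. Its call was lost in Δ*veA* with the current defaults of DESeq2 (-1.515, adjusted p = 0.0690, against 0.00729 to 0.0690 over the alternatives with all libraries), though not with a prior on the fold changes, and also without WT replicate 2 (-1.16), Δ*veA* replicate 2 (-1.10) or Δ*veA* replicate 3 (-1.195), and in Δ*laeA* without WT replicate 2 (-1.575), Δ*laeA* replicate 1 (-1.33) or Δ*laeA* replicate 2 (-1.45). In Δ*veA*, *abaA* was called without Δ*veA* replicate 1 alone among the libraries left out (-1.03), and with library totals alone (-1.16), while *abaA* in Δ*laeA* lost its call without Δ*laeA* replicate 1 (-0.92) and without Δ*laeA* replicate 3 (-0.94). *wetA* fell more in Δ*veA* than in Δ*laeA*, by a log2 difference of -2.75 (adjusted p = 1.02e-11 from the same test). No explanation of these changes was tested.

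Other genes that the paper or its Table S3 names changed by less than 2-fold in both mutants. The log2 fold changes in Δ*veA* and Δ*laeA* were -0.93 and -0.30 for *atfA* (AN2911), -0.42 and -0.37 for *vosA* (AN1959), 0.63 and 0.46 for *pyrG* (AN6157), and 0.49 and 0.79 for *riboB* (AN0670). All of these were past an adjusted p of 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *nsdD* (AN3152) had -0.07 (adjusted p = 0.272) and 0.33 (adjusted p = 5.21e-06). With library totals alone, *atfA* was past 2-fold in Δ*veA* (-1.19).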
